# Optimization of Ribosome Footprinting Conditions for Ribo-Seq in Human and *Drosophila melanogaster* Tissue Culture Cells

**DOI:** 10.3389/fmolb.2021.791455

**Published:** 2022-01-25

**Authors:** Katerina Douka, Michaela Agapiou, Isabel Birds, Julie L. Aspden

**Keywords:** Ribo-seq, ribosome profiling, footprinting, mRNA translation, ORF

## Abstract

Our understanding of mRNA translation and its regulation has been transformed by the development of ribosome profiling. This approach relies upon RNase footprinting of translating ribosomes in a precise manner to generate an accurate snapshot of ribosome positions with nucleotide resolution. Here we tested a variety of conditions, which contribute to the preciseness of ribosome footprinting and therefore the success of ribosome profiling. We found that NaCl concentration, RNaseI source, RNaseI amount, and temperature of footprinting all contributed to the quality of ribosome footprinting in human neuroblastoma SH-SY5Y cells. These ideal conditions for footprinting also improved footprint quality when used with *Drosophila melanogaster* S2 cells. Footprinting under the same conditions generated different footprints sizes and framing patterns in human and *D. melanogaster* cells. We also found that treatment of S2 cells with cycloheximide prior to footprinting impacted the distribution of footprints across ORFs, without affecting overall read length distribution and framing pattern, as previously found in other organisms. Together our results indicate that a variety of factors affect ribosome footprint quality and the nature of precise footprinting varies across species.

## Introduction

Next-generation sequencing approaches have transformed our understanding of gene expression and its regulation. RNA-seq based methods revolutionised the measurement of RNA species, levels, and splicing. However, mRNA translation lagged behind in its study at the genome-wide level until the development of ribosome profiling (Ribo-Seq) (Ingolia et al., 2009). The use of Ribo-Seq has transformed our understanding of the translatome, revealing translation of novel ORFs (Douka et al., 2021), stop-codon read through (Dunn et al., 2013), use of alternative initiation codons, (Van Damme et al., 2014) and providing mechanistic insights into translation elongation (Wu et al., 2019) and ribosome stalling (Rubio et al., 2021). This approach has been employed across a wide range of species and systems (Ingolia et al., 2009; Guo et al., 2010; Baltz et al., 2012; Ingolia et al., 2013; Aspden et al., 2014; Duncan and Mata, 2014; Chung et al., 2015; Heyer and Moore, 2016; Hsu et al., 2016). By isolating and sequencing the portion of RNA covered by the translational machinery, the ribosome, we can now perform transcriptome-wide assessments of protein translation and translational regulation.

Central to the success of ribosome profiling experiments is the ability to isolate ribosome footprints. The key experimental step in the generation of footprints is the RNase treatment of cytoplasmic lysate. Ribosome footprints are typically around 28–32 nucleotides (nt), although this varies by organism, cell or tissue type, and experimental protocol (Ingolia et al., 2013; Aspden et al., 2014). For Ribo-Seq data to be useful in the study of translation, the fragments of RNA sequenced need to originate from ribosome protected fragments rather than other RNA-protein complexes. Therefore, it is important to isolate RNA fragments corresponding to 28–32 nt ribosome footprints rather other smaller non-translation dependent fragments.

One of the important and distinctive features of Ribo-Seq data compared to RNA-seq data is its triplet periodicity. This is a bias in the mapping of reads toward one of the three possible reading frames, reflecting the codon-by-codon decoding activity of the ribosome. This pattern is not observed in RNA-seq, and a strong framing preference is indicative of high quality Ribo-Seq data. Triplet periodicity is assessed using metagene plots; aggregate plots which illustrate the distance between one end of the Ribo-Seq read (generally 5′) and the annotated start and stop codons of consensus coding sequence (CCDS). A clear preference for a single reading frame is expected. Metaplots can also be used to infer the position of the P-site of the ribosome with respect of the ribosome footprint read. This feature is important in determining precisely which codon is being decoded by each read. Together with framing, this information enables quality assessment of the ribosome profiling to be performed, and can also provide insight into the movement of the ribosome (Lareau et al., 2014; Wu et al., 2019).

The majority of standard Ribo-Seq reads are expected to map to canonical coding sequences, with a low percentage mapping to 5′-untranslated regions (UTRs) and very few to 3′-UTRs. Ribosome footprints mapping to 5′-UTRs generally represent scanning ribosomes, or the translation of upstream ORFs (uORFs) (Heyer & Moore, 2016; Rodriguez et al., 2019; Chen et al., 2020), while reads in the 3′-UTR may represent rarer downstream ORF (dORF) translation events. RNA-binding proteins (RBPs) can also create footprints, but these will not exhibit a framing bias, and may be of different lengths to true ribosome footprints (Ruiz-Orera and Albà, 2019). Although many technical improvements have been made to the original ribosome profiling protocol, there are several experimental variables that can be altered to optimise footprinting conditions. These include buffer conditions, temperature, amount and type of RNAseI. When working with a new organism or tissue type, or starting up ribosome profiling in a new lab, it is not always clear where to start, or how much variation from published data should be expected. Here we describe work to optimise footprinting conditions in human neuroblastoma SH-SY5Y cells and *Drosophila melanogaster* S2 cells. Together these experiments indicate key attributes which can affect the quality of ribosome profiling data in two different organisms although comparisons are only qualitative because additional replicates were not performed. Our results illustrate the impact experimental conditions can have on the final outputs of such experiments.

## Materials and Methods

### Cell Culture

Human neuroblastoma SH-SY5Y cells were cultured in Dulbecco’s Modified Eagle Medium (DMEM; 4.5 g/L Glucose with L-Glutamine) supplemented with 1% (v/v) Penicillin/Streptomycin (GE Healthcare) and 10% Fetal Bovine Serum (FBS, Sigma) at 37°C, 5% CO_2_. Semi-adherent *D. melanogaster* S2 cells were maintained in Schneider’s medium containing L-glutamine (Sigma) supplemented with 1% (v/v) Penicillin/Streptomycin/amphotericin B (GE Healthcare), 10% FBS, and maintained at 26°C in non-vented, adherent flasks (Sarstedt).

### Poly-Ribo-Seq

Cells were treated with cycloheximide (Sigma) at 100 μg/ml for 3 min at 37°C, washed (1X PBS, 100 μg/ml cycloheximide) and trypsinised for 5 min at 37°C. Subsequently, cells were pelleted, washed (1X PBS, 100 μg/ml cycloheximide), and resuspended in ice cold lysis buffer (Supplementary Table S1); 50 mM Tris-HCl pH8, 150 mM NaCl, 10mM MgCl_2_, 1 mM DTT, 1% IGEPAL, 100 μg/ml cycloheximide, Turbo DNase 24 U/mL (Invitrogen), RNasin Plus RNase Inhibitor 90 U (Promega), cOmplete Protease Inhibitor (Roche), for 45 min. Cells were then subjected to centrifugation at 17,000 × g for 5 min, to pellet nuclei. Cytoplasmic lysate was loaded onto 18–60% sucrose gradients (∼70 × 10^6^ cells per gradient) at 4°C and subjected to ultracentrifugation (121,355 × g_avg_ 3.5h, 4°C) in SW-40 rotor. Polysome fractions were pooled and diluted in either Buffer 1 (50 mM Tris-HCl pH8, 150 mM NaCl, 10 mM MgCl_2_) or Buffer 2 (100 mM Tris-HCl pH8, 30 mM NaCl, 10 mM MgCl_2_). RNaseI (either AM2295 at 10–20U/million cells, or EN601, 10 U/µl 0.7–1 U/million cells) was subsequently added incubated either for 1 h at RT or overnight at 4°C. RNaseI was deactivated using SUPERase inhibitor (200U/gradient) for 5 min at 4°C. Samples were concentrated using 30 kDa molecular weight cut-off columns (Merck) and loaded on sucrose cushion (1 M sucrose, 50 mM Tris-HCl pH8, 150 mM NaCl, 10mM MgCl_2_, 40U RNase Inhibitor) and subjected to ultracentrifugation at 204,428 × g_avg_ at 4°C for 4 h (TLA110). Pellets were resuspended in TRIzol (Ambion, Life Technologies) and processed for RNA purification followed by TURBO DNase treatment (Thermofisher) (according to manufacturer’s instructions), acidic phenol/chloroform RNA purification and ethanol precipitation at −80°C overnight. RNA concentration was determined by Nano-drop 2000 software. 28–34 nt ribosome footprints were gel purified in 10% (w/v) polyacrylamide-TBE-urea gel at 300 V for 3.5 h in 1X TBE. Ribosome footprints were subjected to rRNA depletion (Illumina, RiboZero rRNA removal kit).

### Ribo-Seq

Cycloheximide treated cells were treated for 3 min with 100 μg/ml cycloheximide before being pelleted. All cells were pelleted (8 min at 800 ×g), washed (1 × PBS, 100 μg/ml cycloheximide) and resuspended in ice cold lysis buffer and left to lyse for 45 min. Nuclei were removed via centrifugation (17,000 × g for 5 min) and cytoplasmic lysates were footprinted overnight at 4°C. Two different footprinting conditions were tested on both cycloheximide treated and untreated lysates: 1) A-RNAseI (AM2295) in Buffer 1 (50 mM Tris-HCl pH8, 150 mM NaCl, 10 mM MgCl_2_), 2) E-RNAseI (EN0601) in Buffer 2 (100 mM Tris-HCl pH8, 30 mM NaCl, 10 mM MgCl_2_). RNaseI was deactivated using SUPERase inhibitor (500°U/gradient) for 5 min at 4°C. Footprinted lysates were loaded onto sucrose gradients and subjected to ultracentrifugation at 4°C and subjected to ultracentrifugation (121,355 × g_avg_ 3.5h, 4°C) in SW-40 rotor. 80S ribosomes were purified away from ribosomal subunits and polysomes. RNA was isopropanol precipitated, TURBO DNase treated, acidic phenol/chloroform purified and ethanol precipitated at -80°C overnight. 28–34 nt ribosome footprints were gel purified via a 10% (w/v) polyacrylamide-TBE-urea gel (300°V, 3.5°h, 1X TBE), T4 PNK treated and isopropanol precipitated. rRNA depletion for S2 cells carried out with custom made beads. rRNA depleted footprints were ethanol precipitated again.

### Library Preparation and Sequencing

5′ stranded libraries were constructed using NEB Next Multiplex Small RNA Library Prep. Resulting cDNA was PCR amplified and gel purified prior to sequencing. Libraries were subjected to 75bp single end RNA Seq using NextSeq500 Illumina sequencer, High Output Kit v2.5 (75 Cycles) (Next Generation Sequencing Facility, Faculty of Medicine, University of Leeds).

### Ribosome Footprinting Analysis

Poly-Ribo-Seq and Ribo-Seq fastq files were uploaded on Ribogalaxy (Michel et al., 2016) and subjected to quality control using FastQC (v.0.11.5) (Andrews, 2010). 3′ end adapter sequence AGA​TCG​GAA​GAG​CAC​ACG​TCT was trimmed from the reads using Cutadapt (v.1.1) (Martin, 2011), discarding untrimmed footprint reads. Trimmed reads were further filtered, so that 90% of each read passed the quality threshold Phred score of 20, using the Filter by quality tool (Gordon, 2010) on Galaxy (Afgan et al., 2018). Subsequently, rRNA and tRNA reads were removed, using Bowtie (v.0.12.7) (Langmead and Salzberg, 2012) and 1 base trimmed from the 3′ end of reads. For assessment of the framing quality of ribosome footprinting, reads were mapped to the human (version hg38, Gencode v29) or the *D. melanogaster* (version dm3, BDGP Release 5) transcriptome and were subsequently processed with the RiboSeqR pipeline (Hardcastle, 2014). The analysis was performed on read lengths 25–35 nt, in order to assess the number of reads of each specific length that are in each frame. A metagene analysis was performed on the reads that display the best triplet periodicity (31 and 33 nt for human, 28 and 29 nt for fly) with parameters for filtering those reads (filterHits parameters) set as: lengths = 31, 33 (or 28, 29); frames = 1, 2, 3; hitMean = 50; unqhitMean = 10. Plots were generated and the plotCDS (parameters set as: lengths = 31, 33 (or 28, 29); min5p = -100; max5p = 100; min3p = −100; max3p = 100). In this analysis, reads were globally mapped to 5′ and 3′ UTRs and coding regions (CDS) and the mean number of reads that is mapped to each region is plotted.

### Translated ORF Detection

Quality reports of *D. melanogaster* Ribo-Seq and RNA-seq data were made using Fastqc (v.0.11.9) (Andrews, 2010). Adapter sequences (AGA​TCG​GAA​GAG​CAC​ACG​TCT) were trimmed using Cutadapt (v.2.10) (Martin, 2011) with minimum read length of 25bp, and untrimmed outputs retained for RNA-seq reads. Low-quality reads (score < 20 for 10% or more of read) were then discarded using FASTQ Quality Filter, FASTX-Toolkit (v.0.0.14) (Gordon, 2010). *D. melanogaster* rRNA sequences were retrieved from RiboGalaxy (Michel et al., 2016) and tRNA sequences from FlyBase release FB 2020_04 (Larkin et al., 2021). One base was removed from 3′ end of reads to improve alignment quality, and reads originating from rRNA and tRNA were aligned and removed using Bowtie2 (v.2.4.1) (Langmead and Salzberg, 2012).

The splice aware aligner STAR (v2.7.5c) (Dobin et al., 2012) was used to map remaining reads to the *D. melanogaster* reference genome (r6.35) from FlyBase (Larkin et al., 2021). The STAR (v2.7.5c) (Dobin et al., 2012) genome index was built with a sjdbOverhang of 99. Samtools (v.1.10) (Li et al., 2009) was used to create sorted, indexed bam files of the resulting alignments. These bam files were then subsampled to ∼2,000,000 reads per sample to create a fairer comparison. Alignments were visualised using Golden Helix GenomeBrowse (v3.0.0).

Metaplots of aligned Ribo-Seq data were generated using create_metaplots.bash script from Ribotaper (v1.3) pipeline (Calviello et al., 2016). These show the distance between the 5′ ends of Ribo-Seq and annotated start and stop codons from CCDS ORFs, allowing the locations of P-sites to be inferred. Read lengths exhibiting the best triplet periodicity were selected for each replicate, along with appropriate offsets (Supplementary Table S2).

Translated smORFs were then identified using Ribotaper (v1.3) (Calviello et al., 2016). Initially, this requires an exon to contain more than 5 P-sites in order to pass to quality control steps. Identified ORFs were then required to have a 3-nt periodic pattern of Ribo-Seq reads, with 50% or more of the P-sites in-frame. In the case of multiple start codons, the most upstream in-frame start codon with a minimum of 5 P-sites in between it and the next ATG was selected. ORFs for which >30% of the Ribo-Seq coverage was only supported by multimapping reads were also subsequently filtered (Chothani et al., 2019).

### General Statistics and Plots

Statistical analyses were performed in R (R Core Team, 2020) using packages including stringr (Wickham, 2019), dplyr (Wickham et al., 2017), ggplot2 (Wickham, 2016), knitr (Xie, 2020), eulerr (Larsson, 2020), viridis (Garnier et al., 2021) and tidyverse (Wickham et al., 2019).

## Results

### Changes to RNaseI Footprinting Affects Size and Framing of Ribosome Footprints in Human SH-SY5Y Cells

The precise conditions in which ribosome footprinting is performed can have substantial impact on the quality of the ribosome profiling experiment, as judged by the preciseness of the footprint and the level of triplet periodicity (framing). Although additional attributes can be used to assess the reproducibility of transcript-specific ribosome occupancy, we have focused on footprint size and triplet periodicity to specifically assess the quality of ribosome footprinting rather than other aspects of ribosome profiling. Triplet periodicity is particularly important when attempting to identify novel ORFs to ensure footprints represent elongating ribosomes rather than non-specific protein or ribosome binding. We previously developed an adaptation to Ribo-Seq, Poly-Ribo-Seq in *D. melanogaster* S2 cells (Aspden et al., 2014) (Supplementary Figure S1). By ribosome footprinting polysomal complexes rather than all ribosomal complexes, i.e., monosomes and polysomes, Poly-Ribo-Seq aids detection of genuine translation events in small or noncanonical ORFs.

To employ Poly-Ribo-Seq for the first time in human neuroblastoma SH-SY5Y cells, and identify novel translation events, we initially tried the same footprinting conditions previously performed in *D. melanogaster* S2 cells. This included 50 mM Tris-HCl pH8, 150 mM NaCl, 10 mM MgCl_2_ and RNase I (AM2295) at 10 U/million cells, but with footprinting performed at room temperature (RT) for 1 h, as is standard for human cells (McGlincy, 2017; Wu et al., 2019). On the urea-acrylamide gel used to purify footprints, a smeary band corresponding to ribosome footprints was visible between the RNA markers of 28 and 34 nt (Supplementary Figure S2A). However, ribosome footprinting under these conditions resulted in ribosome footprint reads with a wide length distribution and virtually no triplet periodicity (Figure 1A). Most footprints did map to CCDSs indicating that they represented ribosomes (Supplementary Figure S3A), but with some noise within 5′-UTRs and imprecisely footprinted. Therefore, we sought to test a range of factors to improve the preciseness of the ribosome footprinting. Given these experiments were simply testing conditions only single replicates were performed.

**FIGURE 1:**
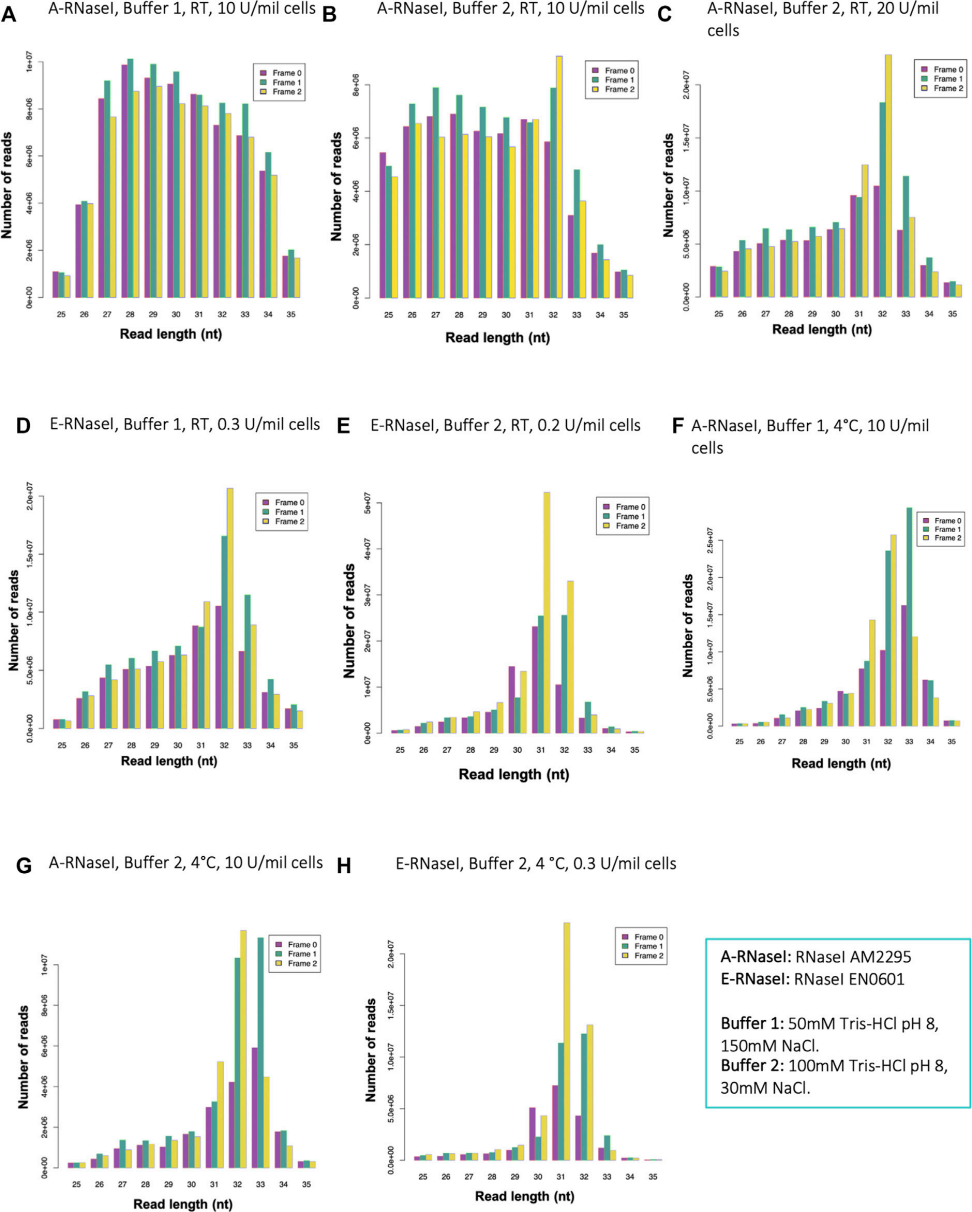
Changes to RNaseI footprinting affects size and framing of ribosome footprints in human SH-SY5Y cells. Read length distribution and frame plots, generated by RiboSeqR, from ribosome footprinting in cells SH-SY5Y under different conditions: **(A)** Buffer 1 (50 mM Tris-HCl pH8, 150 mM NaCl), RT 1 h, with A-RNaseI 10 U/million cells, **(B)** Buffer 2 (100 mM Tris-HCl pH8, 30 mM NaCl), RT 1 h, with A-RNaseI 10 U/million cells, **(C)** Buffer 2, RT 1 h, with A-RNaseI 20 U/million cells, **(D)** Buffer 1, RT 1 h, with E-RNaseI 0.3 U/million cells, **(E)** Buffer 2, RT 1 h, with E-RNaseI 0.2 U/million cells, **(F)** Buffer 1, O/N at 4°C, with A-RNaseI 10 U/million cells, **(G)** Buffer 2, O/N at 4°C, with A-RNaseI 10 U/million cells, **(H)** Buffer 2, O/N at 4°C, with E-RNaseI 0.3 U/million cells. See Table 1 for full details of each condition tested.

Previously others have found in *Arabidopsis thaliana* that the buffer conditions of the footprinting buffer can affect RNAseI activity and therefore footprinting (Hsu et al., 2016). To emulate these conditions, we modified the buffer to reduce NaCl from 150 to 30 mM, and increased Tris-HCl pH8 from 50 to 100 mM, to test if this improved footprinting. We refer to the 50 mM Tris-HCl pH8, 150 mM NaCl buffer as Buffer 1, and the 100 mM Tris-HCl pH8, 30 mM NaCl buffer as Buffer 2. These changes to the buffer conditions did have a small effect on improving triplet periodicity of reads (Figure 1B). However, reads still showed a wide length distribution and low triplet periodicity. Therefore, we modified aspects of the RNase treatment to try and improve quality of footprinting. Increasing the amount of RNaseI present in the footprinting reaction dramatically improved both length distribution and framing (Figure 1C). The ratio of the amount of RNaseI enzyme to the RNA present in the reaction is important to ensure precise footprinting. Therefore the amount of RNaseI used in each experiment was adjusted based on the number of cells being subjected to footprinting, to maintain a consistent ratio between RNaseI and RNA.

Several Ribo-Seq publications have used alternative sources of RNaseI (McGlincy, 2017). Therefore, we tested EN0601 RNase (Thermofisher), E-RNaseI, alongside the AM2295 (Ambion), A-RNaseI, we previously used (Table 1). This E-RNaseI, when used in Buffer 1, also led to an improvement in triplet periodicity and footprint length distribution (Figure 1D). A combination of E-RNaseI and Buffer 2, together resulted in a substantial improvement to preciseness of footprinting (Figure 1E). Under these conditions 72% of footprints were 31–32 nt in length. The most abundant read length (31 nt) exhibits high levels of framing with 52% of 31 nt read in frame 2 (Supplementary Figure S3B).

**TABLE 1:** Summary of ribosome footprinting conditions tested with human SH-SY5Y cells.

Panel in Figure 2	RNaseI	Tris-HCl and NaCl concentrations	Footprinting temperature	Footprinting time
A	AM2295 10 U/million cells	50 mM Tris-HCl pH8, 150 mM NaCl (Buffer 1)	RT	1 h
B	AM2295 10 U/million cells	100 mM Tris-HCl pH8, 30 mM NaCl (Buffer 2)	RT	1 h
C	AM2295 20 U/million cells	100 mM Tris-HCl pH8, 30 mM NaCl (Buffer 2)	RT	1 h
D	EN0601 0.3 U/million cells	50 mM Tris-HCl pH8, 150 mM NaCl (Buffer 1)	RT	1 h
E	EN0601 0.2 U/million cells	100 mM Tris-HCl pH8, 30 mM NaCl (Buffer 2)	RT	1 h
F	AM2295 10 U/million cells	50 mM Tris-HCl pH8, 150 mM NaCl (Buffer 1)	4°C	overnight
G	AM2295 10 U/million cells	100 mM Tris-HCl pH8, 30 mM NaCl (Buffer 2)	4°C	overnight
H	EN0601 0.3 U/million cells	100 mM Tris-HCl pH8, 30 mM NaCl (Buffer 2)	4°C	overnight

Ribosome footprinting conditions tested in human SH-SY5Y cells with reference to data in Figure 1, RNaseI type and units, Tris-HCl pH8 and NaCl concentrations, incubation temperature and incubation time.

Previously in *D. melanogaster* we had performed footprinting at 4°C overnight to maintain stable ribosomes. However, the majority of Ribo-Seq experiments in human cells are performed at RT for 1 h (McGlincy, 2017; Wu et al., 2019). Performing footprinting at 4°C overnight with the A-RNaseI in Buffer 1, resulted in footprints with precise footprint of 31–33 nt, with good framing (Figure 1F, compared to Figure 1A). The temperature of footprinting clearly contributes a substantial improvement. An almost identical pattern was found when performed with Buffer 2 (Figure 1G), suggesting that the buffer has less of an effect on footprinting when performed at 4°C overnight compared to at RT for 1 h. In attempt to maximise the number of ribosomes remaining intact as 80S ribosomes bound to mRNAs, samples were also loaded onto gradients at 4°C, as well as footprinted at 4°C. This combination had little effect in the context of E-RNaseI (Figure 1H compared to Figure 1E).

Together the ribosome profiling conditions tested (Table 1) indicate that a number of factors contribute to the effectiveness of ribosome footprinting (Table 2). Buffer conditions can be modified to improve quality of footprints but in general it was more straightforward to achieve high quality footprints with E-RNaseI. Reducing the temperature, changing the buffer, and increasing amount of RNaseI all helped improved quality. For our cells of interest, human SH-SY5Y cells, we identified the best conditions (of those we tested) to be E-RNAaseI, 100 mM Tris-HCl pH8, 30 mM NaCl, ON at 4°C (Figure 1H), which produced the highest level of periodicity (Supplementary Figures S3C,D). Comparing metagene plots from these ‘best’ conditions, with those we started with (A-RNAaseI, 50 mM Tris-HCl pH8, 150 mM NaCl, RT for 1 h), at their ideal read lengths, background signal has been reduced substantially. Specifically, there are fewer reads mapping to UTRs in these improved conditions (Supplementary Figures S3D,E) compared to starting conditions (Supplementary Figure S3A).

**TABLE 2:** Summary conclusions from conditions tested.

Test	Background	Panels	Conclusion	Triplet periodicty (%)	Read length
Buffer conditions	A-RNAseI RT for 1 h	A and B	100 mM Tris-HCl, 30 mM NaCl > 50 mM Tris-HCl, 150 mM NaCl	2	Little difference
Buffer conditions	E-RNaseI RT for 1 h	D and E	100 mM Tris-HCl, 30 mM NaCl > 50 mM Tris-HCl, 150 mM NaCl	9	Increase in % of 31-32 nt reads
Buffer conditions	A-RNaseI, 4°C ON	F and G	100 mM Tris-HCl, 30 mM NaCl = 50 mM Tris-HCl, 150 mM NaCl	1	No difference. Both high % of 31-33 nt reads
RNaseI quantity	100 mM Tris-HCl pH8, 30 mM NaCl, A-RNAseI RT for 1 h	B and C	20U/million cells >> 10U/million cells	4	Large increase in % of 31-33 nt reads
RNaseI source	50 mM Tris-HCl pH8, 150 mM NaCl, RT for 1 h	A and D	E-RNaseI >>> A-RNaseI	6	Large increase in % of 31-33 nt reads
RNaseI source	100 mM Tris-HCl pH8, 30 mM NaCl, 4°C ON	G and H	E-RNaseI = A-RNaseI	3	Shift from 32 to 33 nt to 31–32 nt reads
RNaseI source	100 mM Tris-HCl pH8, 30 mM NaCl, RT for 1 h	C and E	E-RNaseI >> A-RNaseI	8	Moderate increase in % of 31-32 nt reads. Shift from 31 to 33 nt to 30–32 nt
Temperature	A-RNAseI, 50 mM Tris-HCl pH8, 150 mM NaCl,	A and F	4°C ON >>> RT for 1 h	13	Large increase in % of 31-33 nt reads
Temperature	E-RNAseI, 100 mM Tris-HCl pH8, 30 mM NaCl,	E and H	4°C ON = RT for 1 h	3	No difference in % of 31-32 nt reads
Temperature	E-RNAseI, 100 mM Tris-HCl pH8, 30 mM NaCl,	B and G	4°C ON >>> RT for 1 h	12	Large increase in % of 31-33 nt reads

Details of different tests performed and in what background conditions, which panels in Figure 1 show the results and conclusion of which condition achieved better footprint length and framing. Measures of changes in triplet periodicity (% difference in dominant frame for read length with best framing) and read length distribution (difference in % read length distribution and read length with best periodicity).

### Changes to RNaseI Footprinting Affects Size and Framing of Ribosome Footprints in *Drosophila* S2 Cells

To determine whether the improvements tested in human SH-SY5Y cells would also affect footprinting in *D. melanogaster* we performed Ribo-Seq on S2 cells in the best conditions we identified in SH-SY5Y cells (Buffer 2: 100 mM Tris-HCl pH8, 30 mM NaCl and ∼0.4 U/million cells E-RNaseI). 

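S2 cells are a cell line derived from late embryos of *D. melanogaster*. Ribo-Seq sequences the stretches of mRNA that ribosomes protect from RNase digestion. The data behind the S2 comparison were 4 standard samples, A-RNaseI in Buffer 1 and E-RNaseI in Buffer 2, each in the presence and absence of cycloheximide. A deeper sample of E-RNaseI, Buffer 2, in the absence of cycloheximide, which the paper's text does not mention, was read beside these as the deep list. Each condition had 1 standard sample. The labels give the deep sample the same treatment as the standard one, and whether it is the same library sequenced further or another culture is not given in the sources used here. No difference between the standard lists was set against a spread between replicates. Lysates were footprinted overnight at 4°C. In the methods, Buffer 1 held 50 mM Tris-HCl and 150 mM NaCl, and Buffer 2 held 100 mM Tris-HCl and 30 mM NaCl, both with 10 mM MgCl2. The sample labels give 50 mM NaCl for Buffer 2.

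For each sample, the authors deposited the list of translated ORFs that RiboTaper called. Before this they removed rRNA and tRNA reads and mapped the rest with STAR to the *D. melanogaster* genome, Release 6. They chose the read lengths with the best triplet periodicity. These were, in the presence of cycloheximide, 28 to 32 nt for A-RNaseI and 26 to 31 nt for E-RNaseI, and in its absence 29 to 32 nt and 27 to 30 nt. An exon had to hold more than 5 P-sites, and at least 50% of an ORF's P-sites had to be in frame. Among several in-frame ATGs, the most upstream with at least 5 P-sites before the next ATG was taken as the start codon. Afterwards, ORFs whose coverage rested too much on multimapping reads alone were removed. The paper does not state whether the deposited lists come before or after this removal. The authors subsampled alignments to a common number of reads, a step the methods describe before the calling of ORFs. The sources used here do not state outright whether the standard lists come from the subsampled alignments. If they do, differences in P-sites between the standard lists arose at a common number of reads. Such differences could then come from the treatments themselves, or from the read lengths chosen, which differed between the standard lists. The deep list cannot come from such a subsample, since it holds more P-sites than the number of reads the methods state.

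Each ORF in a list has a transcript, a start and stop in that transcript, genomic exons, a type and a whole number. This number was read as the ORF's P-site count, since no text names it and its lowest value was 6 in each of the 5 lists. Transcripts of a gene share P-sites, so counts were not summed over ORFs. Overlapping ORFs on the same strand were counted once, at the highest count among them. This gave, in the presence of cycloheximide, 800013 P-sites over 8592876 nt for A-RNaseI (9.31 per 100 nt) and 1720159 over 11208596 nt for E-RNaseI (15.3 per 100 nt). It gave, in its absence, 548816 over 7488827 nt for A-RNaseI (7.33 per 100 nt) and 549943 over 9138686 nt for E-RNaseI (6.02 per 100 nt). The deep list held 8135869 over 12278192 nt (66.3 per 100 nt).

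An ORF was counted by its identifier, which is its transcript with the start and stop. An ORF was given a gene when its span lay within exactly 1 protein-coding gene of the RefSeq annotation of the same assembly, or within exactly 1 non-coding gene for ncORFs. The share of ORFs with such a gene was lowest in the deep list, at 91.6%, and the other ORFs were left out of gene counts. The gene table holds no strand. Genomic coordinates are given as in the lists, where 1 outer edge of each ORF can be off by 1 nt.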

Bands corresponding to ribosome footprints were visible on urea-acrylamide gels between 28 and 34 nt RNA markers (Supplementary Figure S2B). When compared with the ‘old’ conditions (Buffer 1: 50 mM Tris-HCl pH 8 and 150 mM NaCl and ∼20 U/million cells A-RNaseI, these new conditions made a substantial improvement to effectiveness of footprinting in *D. melanogaster* S2 cells (compare Figures 2A,B). The majority of footprints are 28–29 nt under these Buffer 2 and E-RNaseI conditions, compared to 28–31 nt in Buffer 1 with A-RNaseI conditions (Figures 2A,B). The proportion of reads exhibiting triplet periodicity is improved substantially from 51% of 29 nt reads in frame 0 (Figure 2A) to 61% of 28 nt reads in frame 0 (Figure 2B). The improvements to footprint length distribution and triplet periodicity were seen both in the presence (Figures 2A,B), absence of cycloheximide (Supplementary Figures S4A,B). Both footprinting conditions tested in S2 cells resulted in the majority of footprints mapping to coding sequences (CDSs), as evident in metagene analysis (Figures 2C,D).

**FIGURE 2:**
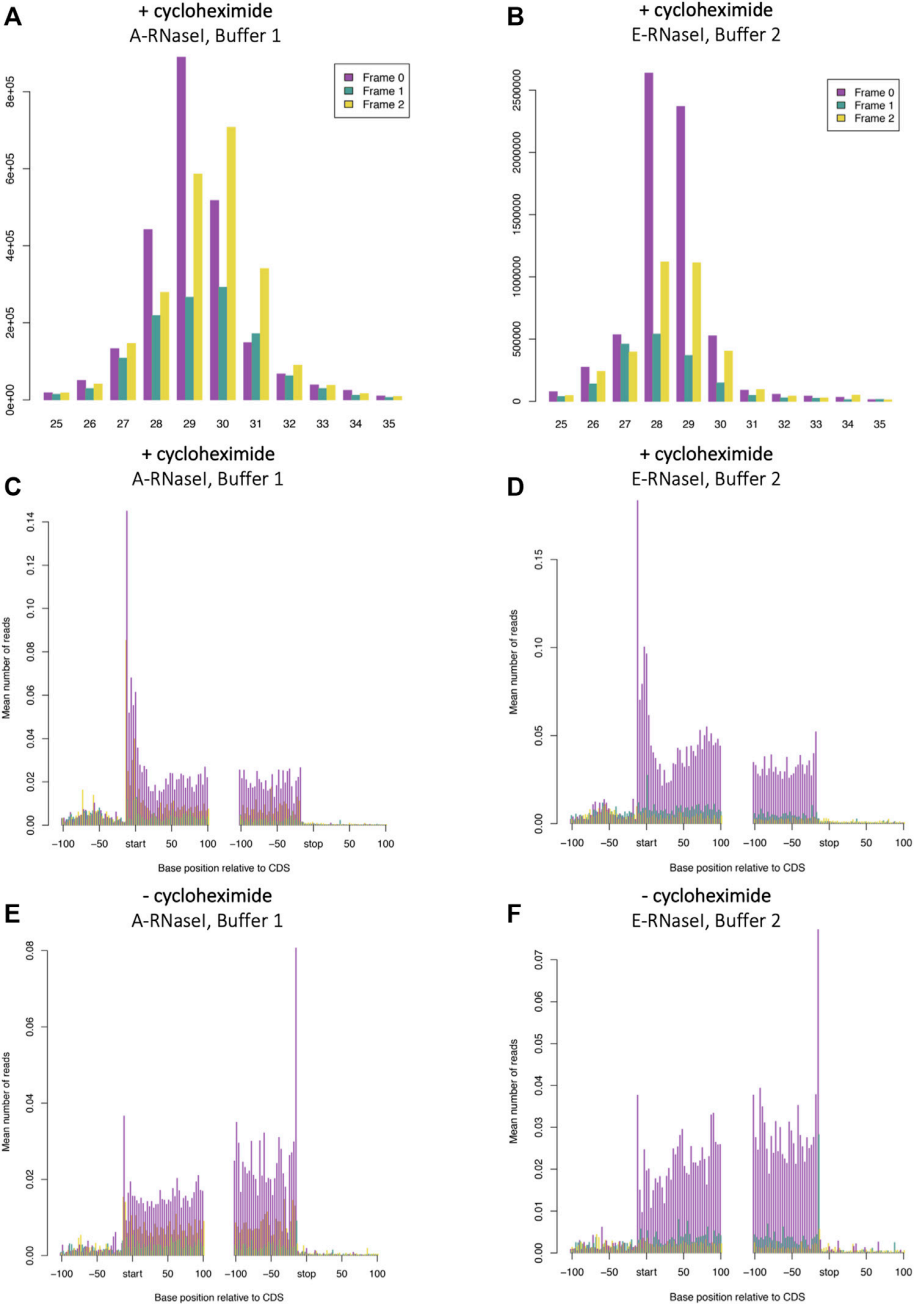
Changes to RNaseI footprinting affects size and framing of ribosome footprints in *Drosophila* S2 cells. Read length distribution and frame plots from Ribosome footprinting in *D. melanogaster* S2 cells in **(A)** A-RNaseI and Buffer 1 (50 mM Tris-HCl pH8, 150 mM NaCl) and **(B)** E-RNaseI and Buffer 2 (100 mM Tris-HCl pH8, 30 mM NaCl) footprinting conditions, both in presence of cycloheximide (100 μg/ml). Metagene plots from 29 nt ribosome footprints **(C and E)** A-RNaseI and Buffer 1 and metagene plots from 28 nt ribosome footprints **(D and F)** E-RNaseI and Buffer 2 footprinting conditions, either in **(C and D)** the presence or **(E and F)** absence of cycloheximide. Plots were generated with RiboSeqR.

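In the presence of cycloheximide, 10503 translated ORFs on 10162 transcripts were found with E-RNaseI, Buffer 2, and 7678 on 7561 transcripts with A-RNaseI, Buffer 1. The ratio of the numbers of ORFs was 1.37 (95% interval 1.33 to 1.41, from the Wilson interval of the E-RNaseI share of the summed ORFs). Without cycloheximide, 8456 ORFs on 8339 transcripts were found with E-RNaseI and 6621 on 6549 transcripts with A-RNaseI, a ratio of 1.28 (1.24 to 1.32). These intervals, and all intervals on shares, cover counting error only. Restricting the lists to ORFs under 300 nt moved the ratio in the presence of cycloheximide the most, to 1.71, with 475 such ORFs for E-RNaseI and 278 for A-RNaseI. Without cycloheximide the same restriction lowered the ratio, to 1.20 (1.01 to 1.44). A limit of at least 20 P-sites moved it the most there, to 1.17 (1.13 to 1.21).

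Several transcripts of a gene can carry the same ORF. Counted by gene, E-RNaseI gave 5602 genes and A-RNaseI 4337 in the presence of cycloheximide, and 4808 and 3865 in its absence. The depth of the lists differed in the presence of cycloheximide. Depth was compared over the 1544 ORFs common to all 5 lists, counted once for each of their 1165 stop codons. On these, E-RNaseI had 912070 P-sites and A-RNaseI 454893, a ratio of 2.01. Without cycloheximide, E-RNaseI had 297407 P-sites on the same ORFs and A-RNaseI 320757, a ratio of 0.927. The median ORF length was between 1503 and 1548 nt in the 4 standard lists.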

Downstream analysis of the Ribo-Seq data revealed that the improved footprinting conditions identified more actively translated ORFs, both in the presence and absence of cycloheximide (Table 3). The number of CCDS ORFs - ORFs which overlap known coding regions in CCDS genes - increased by ∼1/5 in the new conditions (from 7,511 to 9,654), while the number of upstream ORFs (uORFs) detected nearly doubled (from 39 to 71). This indicates that the improved ribosome footprinting conditions not only increase triplet periodicity and preciseness of footprints, but also lead to the better detection of translation.

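In the presence of cycloheximide, 10374 CCDS ORFs were found with E-RNaseI, Buffer 2, and 7631 with A-RNaseI, Buffer 1, a ratio of 1.36. The numbers in the absence of cycloheximide were 8430 and 6611. CCDS ORFs made up between 98.8% and 99.8% of each standard list, so the ratios of all ORFs are nearly those of CCDS ORFs.

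The uORFs numbered 116 with E-RNaseI and 40 with A-RNaseI in the presence of cycloheximide, a ratio of 2.90 (2.03 to 4.15). In its absence they numbered 23 and 8, a ratio of 2.88 (1.31 to 6.30). Counted as genes with a uORF, the numbers were 96 and 31 in the presence and 15 and 8 in the absence of cycloheximide. The ratio of genes in the absence of cycloheximide was 1.88, with an interval of 0.815 to 4.32 that includes 1. The median uORF held 13 P-sites with E-RNaseI and 12.5 with A-RNaseI in the presence of cycloheximide, near the minimum in the lists. Of the 160 different uORFs in the 4 standard lists, 137 were in exactly 1 list and 1 was in all 4 lists.

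That uORF was in PPP1R15 (transcript FBtr0072204, chromosome 2R from 23977116 to 23977219, minus strand). It was 105 nt long, with 33 P-sites for A-RNaseI and 94 for E-RNaseI in the presence of cycloheximide, and 38 and 37 in its absence. Xrp1 (transcript FBtr0083700, chromosome 3R) also had a uORF in every standard list, ending at 18915811 each time, but with different start codons. In the presence of cycloheximide it was 354 nt long with both RNases, with 148 P-sites for A-RNaseI and 312 for E-RNaseI. In the absence of cycloheximide it was 186 nt long with A-RNaseI, with 45 P-sites, and 174 nt long with E-RNaseI, with 90 P-sites. The deep list, also of E-RNaseI in the absence of cycloheximide, held the form of 354 nt, with 987 P-sites, and not that of 174 nt. The start codon of this uORF thus did not follow cycloheximide in every list.

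From the higher numbers of CCDS ORFs and uORFs, the paper concludes that the improved footprinting conditions lead to better detection of translation, in addition to their effect on triplet periodicity.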

**TABLE 3:** Summary of translated ORFs identifed in *Drosophila* S2 cells.

ORF type	**A-RNaseI, Buffer 1 (+cycloheximide)**	**E-RNaseI, Buffer 2 (+cycloheximide)**	*A-RNaseI, Buffer 1 (- cycloheximide)*	*E-RNaseI, Buffer 2 (-cycloheximide)*
dORFs	**1**	**3**	*1*	*2*
ncORFS	**5**	**4**	*2*	*1*
CCDS ORFs	**7511**	**9654**	*5957*	*8407*
uORFs	**39**	**71**	*7*	*23*

Translated ORFs identified from ribosome profiling in *D. melanogaster* S2 cells in A-RNaseI, Buffer 1 and E-RNaseI, Buffer 2, footprinting conditions, in the presence (bold) or absence of cycloheximide (italic). The E-RNaseI, Buffer 2, conditions, which produce better quality framing find more ORFs both with and without cycloheximide. ORF types include downstream ORFs (dORFs) found downstream of the main ORF, non-coding ORFs (ncORFs) found on transcripts currently annotated as non-coding, CCDS ORFs overlap known coding regions in CCDS genes, and upstream ORFs (uORFs) are found upstream of the main ORF.

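In the list for E-RNaseI, Buffer 2, in the presence of cycloheximide, 5 ORFs were dORFs and 8 were ncORFs. With A-RNaseI, Buffer 1, in the presence of cycloheximide, 1 ORF was a dORF and 6 were ncORFs. In the absence of cycloheximide, E-RNaseI gave 2 dORFs and 1 ncORF, and A-RNaseI 1 of each.

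The dORFs found in most lists were those of tmod (90 nt, 30577256 to 30577346 on 3R) and mthl3 (165 nt, 17448618 to 17448781 on 2R). The tmod dORF had 39 P-sites with E-RNaseI and 17 with A-RNaseI in the presence of cycloheximide, and 9 with E-RNaseI in its absence. The mthl3 dORF had 20 P-sites with E-RNaseI in the presence of cycloheximide, and 13 with E-RNaseI and 7 with A-RNaseI in its absence. In the deep list the dORFs of tmod and mthl3 had 82 and 126 P-sites, and the other dORFs of the standard lists were not found by identifier. The other dORFs were found only with E-RNaseI in the presence of cycloheximide. They lay in eEF1alpha1 (84 nt, 61 P-sites), in RpL39 (24 nt, 33 P-sites) and in a stretch of 2R shared by the spans of CG45086 and Galphaq (90 nt, 13 P-sites).

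An ncORF of lncRNA:CR43855 (162 nt, 8590527 to 8590857 on 2L) was in every standard list except that of A-RNaseI in the presence of cycloheximide. It had 95 P-sites with E-RNaseI in the presence of cycloheximide, and 24 with E-RNaseI and 18 with A-RNaseI in its absence. In the presence of cycloheximide, both RNases gave an ncORF of lncRNA:CR44999 (21 nt, 33 P-sites with E-RNaseI and 20 with A-RNaseI) and an ncORF of lncRNA:CR43144 (99 nt, 9 and 8 P-sites). Among the standard lists, that of E-RNaseI alone gave a pair of further ncORFs of lncRNA:CR43144 (27 and 18 P-sites), and ncORFs of lncRNA:CR43958 (31 P-sites), lncRNA:CR43907 (10 P-sites) and the pseudogene CR18228 (8 P-sites). That of A-RNaseI alone gave ncORFs on a pair of lncRNA:CR43241 transcripts and 1 of Uhg1, with 8 P-sites each, and 1 of lncRNA:CR32027 with 6 P-sites. The deep list of E-RNaseI also held the ncORFs of lncRNA:CR43241 (62 and 58 P-sites) and lncRNA:CR32027 (21 P-sites), and the shortest of those of lncRNA:CR43144 (47 P-sites). By identifier, it did not hold the other ncORFs named, among them that of lncRNA:CR43855, which was in the standard list of the same condition.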

### Cycloheximide Treatment Affects Ribosome Footprint Distribution and Length

Previous Poly-Ribo-Seq in *D. melanogaster* S2 cells had only achieved modest framing and was performed in the presence of cycloheximide (Aspden et al., 2014). Therefore, we sought to determine the effect the addition of cycloheximide has in *D. melanogaster*. This is of particular interest for dissected tissues from numerous individual organisms (e.g. *D. melanogaster* testes) because batch flash freezing is not straightforward, and therefore cycloheximide is likely useful to trap elongating ribosomes.

To assess the effect of cycloheximide treatment Ribo-Seq was performed with S2 cells in the presence or absence of cycloheximide (final 100 µM), in the footprinting conditions used previously in *D. melanogaster* S2 cells (Aspden et al., 2014). These were 50 mM Tris-HCl pH8, 150 mM NaCl, 10 mM MgCl_2_ (i.e. Buffer 1) and A-RNaseI (∼20U/million cells). 

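The effect of cycloheximide was read from the same lists of translated ORFs, pairing presence and absence of cycloheximide for the same RNase and buffer. Cycloheximide blocks elongation and so holds ribosomes on the mRNA. According to the methods, treated cells received 100 µg/ml for 3 min before they were pelleted, and all cells, untreated ones included, were washed in buffer with cycloheximide. The sample labels give 100 mg/ml for the treatment. Each pair compares 1 sample with 1 sample.

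The depth behind the pairs was unequal. On the ORFs common to all lists, the P-sites in the presence of cycloheximide were 3.07 times those in its absence for E-RNaseI, Buffer 2, and 1.42 times for A-RNaseI, Buffer 1. In the deep list of E-RNaseI in the absence of cycloheximide, these ORFs had 4217322 P-sites, 14.2 times those of the standard list of that condition. The read lengths used for the deep list are not given in the sources used here. ORFs were matched by identifier, transcripts by name and genes by symbol. For start codons, ORFs with the same transcript and the same stop codon were paired across lists, and the distance between their starts was taken along the transcript.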

Metagene analysis revealed that cycloheximide treatment had a limited effect on footprint length or periodicity with Buffer 1, A-RNaseI (comparing Supplementary Figure S4A and Figure 3A) and Buffer 2 E-RNAseI (comparing Supplementary Figure S4B and Figure 2B). The distribution of reads across CDSs is affected by cycloheximide treatment, as previously described in other organisms (Duncan and Mata, 2017; Gerashchenko and Gladyshev, 2014; Hussmann et al., 2015; Sharma et al., 2019). Specifically, cycloheximide treatment results in a build-up of Ribo-Seq reads at the start codon and in the first ∼15 nt of CDSs (Figure 2C). Whilst in the absence of cycloheximide there is a build up around the stop codon (Figure 2E). These footprints around the stop codon are of a different frame compared within the main part of the CDS (frame 1 rather than 0), reflecting a ribosomal rearrangement at the stop codon (Lareau et al., 2014; Wu et al., 2019). This same pattern of effect by cycloheximide can also be seen in the improved conditions that used E-RNaseI and Buffer 2 by metagene analysis (comparing Figure 2D and Figure 2F), footprint length and framing (comparing Supplementary Figure S4B and Figure 2B).

**FIGURE 3:**
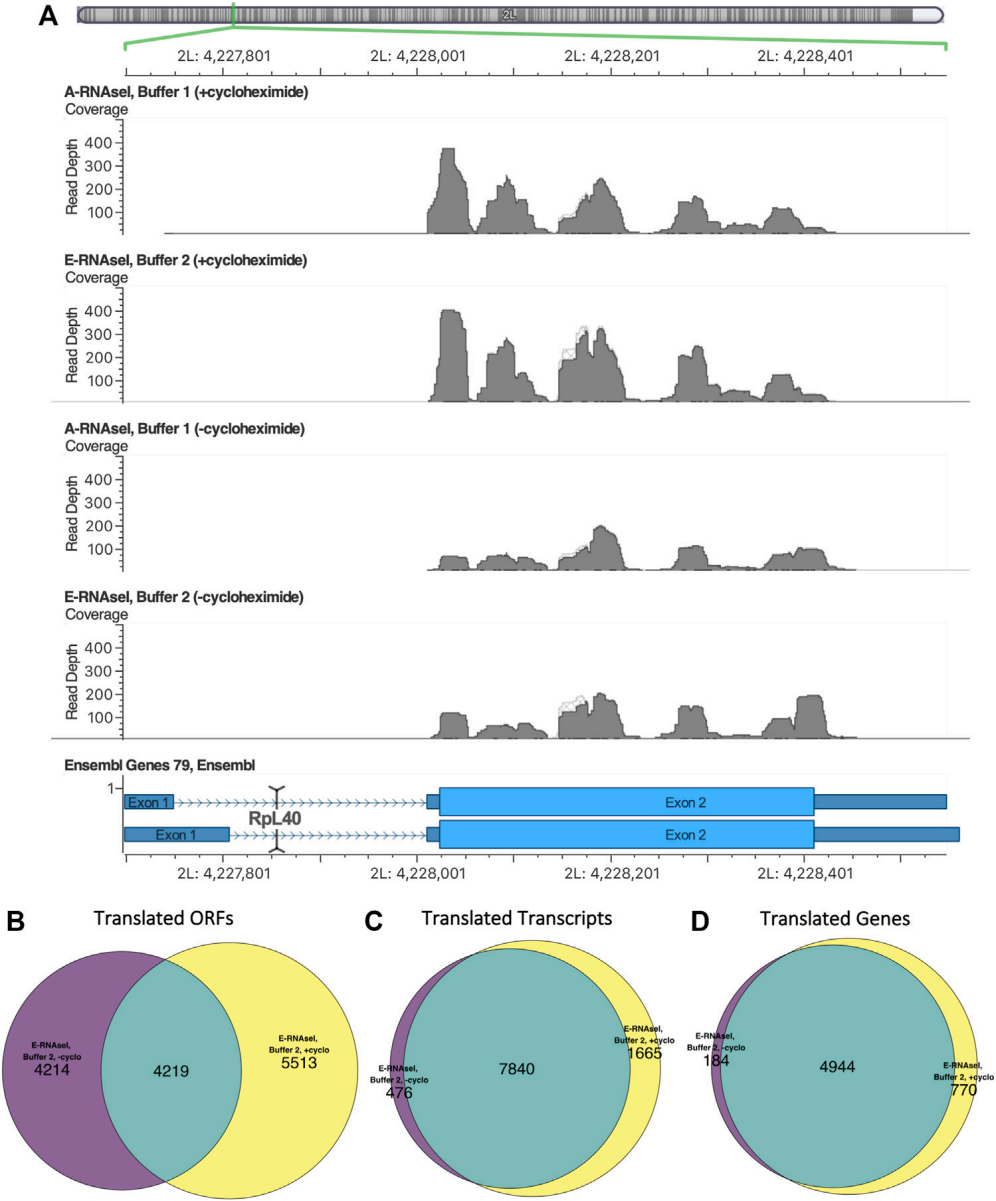
Differences in footprinting in the presence and absence of cycloheximide in *Drosophila* S2 cells. **(A)** Ribo-seq reads mapping to RpL40 in *D. melanogaster* S2 cells viewed using Golden Helix GenomeBrowse (v3.0.0). The presence/absence of cycloheximide causes changes in footprint build up. Replicates with cycloheximide exhibit build up at the start of the ORF, and replicates without cycloheximide have a build up at the end of the ORF, reflecting a ribosomal rearrangement at the stop codon. The overlap in translation events identified in the presence and absence of cycloheximide at the **(B)** ORF, **(C)** transcript and **(D)** gene level in *D. melanogaster* S2 cells, footprinted with E-RNaseI in Buffer 2.

The changes of Ribo-Seq read build up caused by cycloheximide can also be seen at the transcript level (Figure 3A). 

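The ORF of RpL40 on transcript FBtr0334787 lies in 1 exon on chromosome 2L from 4228026 to 4228410 on the plus strand. The gene spans 4227699 to 4228561. The ORF is 384 nt long (128 codons) and was called with the same start and stop in all 5 lists. It held, in the presence of cycloheximide, 2825 P-sites with E-RNaseI, Buffer 2, and 1204 with A-RNaseI, Buffer 1. It held, in the absence of cycloheximide, 833 with E-RNaseI and 681 with A-RNaseI, and 11746 in the deep list. The lists give 1 number per ORF, so the distribution of reads along RpL40 was not analysed here.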

Ribosomal protein L40 (RpL40) was found to be translated (from transcript FBtr0334787) in all conditions. In samples treated with cycloheximide there is a build-up of reads at the start of the ORF, whereas in untreated samples we can see a pile up at the 3′ end of the ORF. 

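With E-RNaseI, Buffer 2, the number of ORFs in the presence of cycloheximide was 1.24 times (95% interval 1.21 to 1.28) that in its absence. With A-RNaseI, Buffer 1, it was 1.16 times (1.12 to 1.20). The differences were larger for uORFs, at 5.04 times (3.24 to 7.86) with E-RNaseI and 5.00 times (2.38 to 10.5) with A-RNaseI. Counted as genes with a uORF, the ratios were 6.40 and 3.88. Counted by gene, the ratios over all ORFs were 1.17 and 1.12. The deep list, also in the absence of cycloheximide, held 12048 ORFs, and the number in the presence of cycloheximide was 0.872 times this. It also held 263 uORFs, and the number of uORFs in the presence of cycloheximide was 0.441 times this, an alternative chosen after seeing the data.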

The effects of cycloheximide on global changes to footprinting caused by cycloheximide can also be observed, with more ORFs detected in presence of cycloheximide (Table 3). At the ORF level, only ∼50% of the translated ORFs detected (in Buffer 2, E-RNase) in the absence of cycloheximide were also identified in the presence of cycloheximide (Figure 3B). 

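Of the ORFs found with E-RNaseI, Buffer 2, in the absence of cycloheximide, 4238 had the same identifier in the list in the presence of cycloheximide, which is 50.1% (49.1% to 51.2%). A further 4218 were found only in the absence and 6265 only in the presence of cycloheximide. The share depended on what was taken as the same ORF. It was 51.4% when the exons had to have the same genomic coordinates. It was 70.1% when ORFs had to overlap by at least 90% of each other's exonic bases, and 95.1% at 50%. Counted as distinct stop codons, 5684 of 5811 were in both lists (97.8%), which moved the share nearly as much as any overlap of 1 nt (98.4%). With A-RNaseI, Buffer 1, the share of identifiers was 39.1%.

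Of the ORFs found only in the absence of cycloheximide, 3894 (92.3%, 91.5% to 93.1%) had an ORF of the same transcript and stop codon, with another start codon, in the list with cycloheximide. For 38 the transcript was found with other stop codons only, and for 286 it was not found. Of the ORFs found only in the presence of cycloheximide, the same 3894 pairs made up 62.2%, 204 lay on transcripts found with other stop codons only, and 2167 on transcripts that were not found in its absence.

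**Figure D1:**
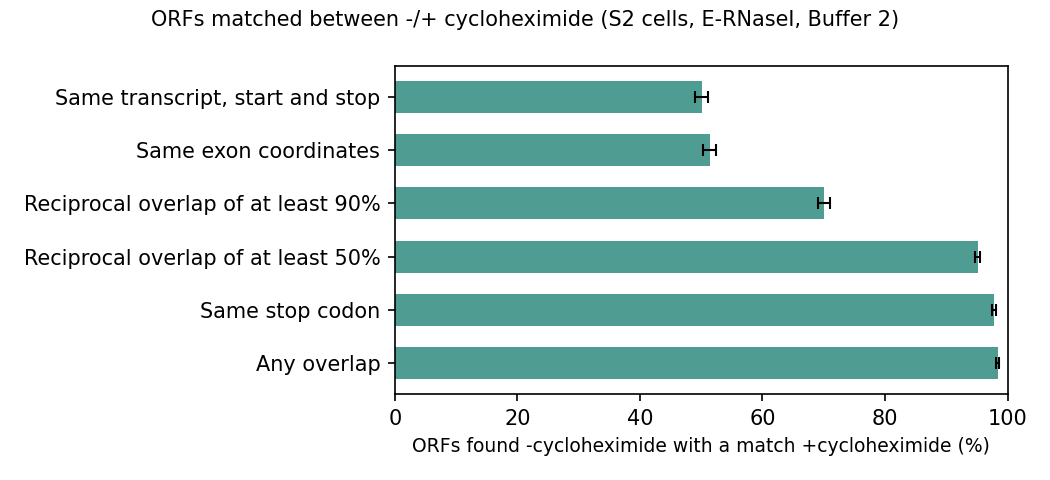
Share of the translated ORFs found in the absence of cycloheximide (S2 cells, E-RNaseI, Buffer 2) that had a match in the presence of cycloheximide, in percent, for 6 definitions of a match. The stop codon bar counts distinct stop codons and the coordinates bar distinct coordinates. Error bars are Wilson 95% intervals (counting error only). The share rises from 50.1% for the same transcript, start and stop to 98.4% for any overlap.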

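Of the transcripts with a translated ORF in the absence of cycloheximide (E-RNaseI, Buffer 2), 8053 also had one in the presence of cycloheximide, 96.6% (96.2% to 96.9%), and 2109 transcripts had one only in the presence of cycloheximide. By gene, 4721 were in both lists, 98.2% (97.8% to 98.5%), with 87 genes only in the absence and 881 only in the presence of cycloheximide. ORFs without exactly 1 gene were left out of the gene comparison, 487 in the absence and 758 in the presence of cycloheximide. With A-RNaseI, Buffer 1, the shares were 85.6% of transcripts and 88.2% of genes. Both shares were lowest with the lists restricted to ORFs under 300 nt, at 69.2% of transcripts and 68.9% of genes (E-RNaseI, Buffer 2). A short ORF whose partner with cycloheximide started upstream and reached 300 nt then counts as not found. These shares therefore do not tell whether transcripts with short ORFs were found less often.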

At the transcript level, 94% of the transcripts were detected as translated in the absence of cycloheximide were also translated in presence of cycloheximide (Figure 3C), and 96% at the gene level (Figure 3D). Although this analysis is based on single samples, biological replicates would likely increase this overlap. This indicates that although the same translation events are likely to be taking place in both presence and absence of cycloheximide, the exact ORF a translation event is attributed to can be affected by the accumulation of reads at the start codon upon cycloheximide treatment.

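With E-RNaseI, Buffer 2, 8132 pairs of ORFs had the same transcript and stop codon in the presence and absence of cycloheximide. The start codon differed in 3894 pairs, on 2824 distinct stop codons. The start in the presence of cycloheximide was upstream in 2974 of these pairs, or 76.4% (75.0% to 77.7%), and downstream in 920. The median distance between the starts was 279 nt. It was 309 nt for starts upstream in the presence of cycloheximide and 180 nt for those downstream. With A-RNaseI, Buffer 1, the start in the presence of cycloheximide was upstream in 65.8% of 3032 differing pairs. Against the deep list in place of the standard one, the direction was the opposite, with the start in the presence of cycloheximide upstream in 800 of 2750 differing pairs (29.1%, 27.4% to 30.8%).

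Of the 5 genes with the largest distances, 4 had the upstream start in the presence of cycloheximide. They were skd (7368 nt), fry (6198 nt), mv (5919 nt) and Plp (5844 nt), all on chromosome 3L. In the list without cycloheximide their ORFs held between 13 and 40 P-sites, and in the list with it between 49 and 223. The largest distance, 31287 nt, was in dpy on 2L, where the start in the presence of cycloheximide was the downstream one (22 P-sites, against 19 in its absence). In the deep list the start of skd, fry and Plp was that found in the presence of cycloheximide, and the start of mv and dpy lay further upstream than in both standard lists.

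**Figure D2:**
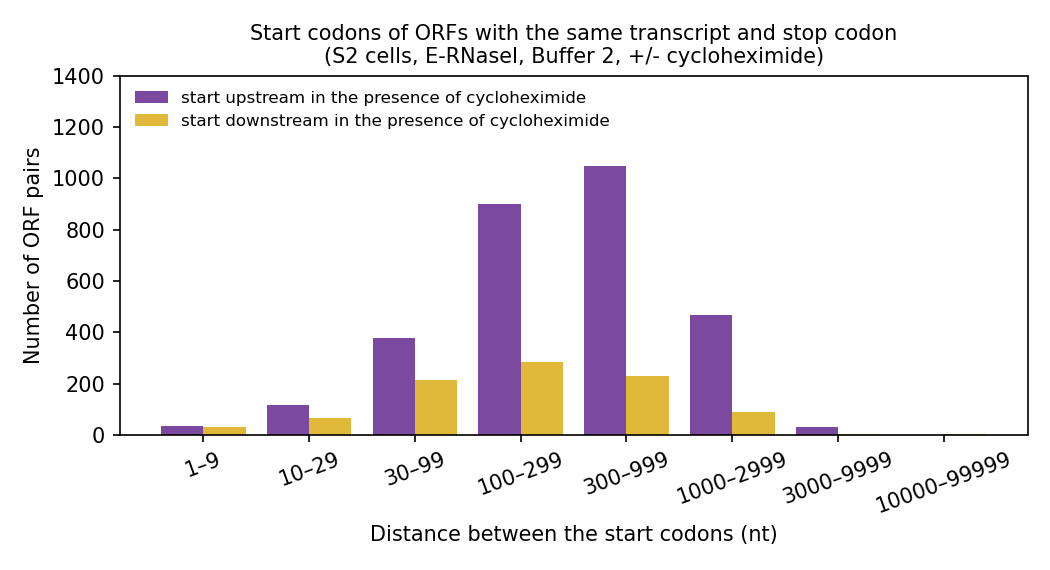
Number of ORF pairs with the same transcript and stop codon but different start codons in the presence and absence of cycloheximide (S2 cells, E-RNaseI, Buffer 2), by the distance between the start codons in nt along the transcript. Purple bars are pairs whose start was upstream in the presence of cycloheximide (2974 in all) and yellow bars those whose start was downstream (920 in all). Distance classes widen from left to right.

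From the high overlap of transcripts and genes beside the lower overlap of ORFs, the paper proposes that the same translation events are taking place with and without cycloheximide. It states that the accumulation of reads at the start codon upon cycloheximide treatment can change which ORF a translation event is attributed to.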

### Length of Footprints and Nature of Framing is Different Between Humans and *Drosophila*

One of the most time-consuming aspects of performing Ribo-Seq is the requirement to find ideal conditions for footprinting. An added complication is that comparing your data to published data sets can indicate that there may be a problem with your own footprinting, but this may represent an actual difference in footprint length and pattern of framing between different systems. Here we have performed Poly-Ribo-Seq on human SH-SY5Y cells and Ribo-Seq on *D. melanogaster* S2 cells under the same conditions: 100 mM Tris-HCl pH8, 30 mM NaCl, 10 mM MgCl_2_ (Buffer 2) and E-RNaseI (∼0.4 U/million cells). This allows us to make direct comparisons of differences between the two. Under these conditions the majority (57.1%) of *D. melanogaster* S2 cells footprints are 28–29 nt in length (Figure 4A), whilst in human SH-SY5Y cells they are longer: 31–32 nt (Figure 4B). The pattern of triplet periodicity is also different with Frame 0 the dominant frame in S2 cells and Frame 2 in SH-SY5Y cells (Figures 4A,B). There are also differences in the metagene profiles, with S2 cells exhibiting a higher peak of reads around the start codon and stop codon (in presence of cycloheximide) (Figure 4C) when compared with human SH-SY5Y cells (Figure 4D) (also in the presence of cycloheximide). Signal in 5′-UTRs and 3′-UTRs is higher in Poly-Ribo-Seq of human SH-SY5Y cells (Figure 4D) compared with Ribo-Seq of S2 cells (Figure 4C). This may have more to do with the different sucrose gradients used in Poly-Ribo-Seq compared to Ribo-Seq, but we cannot be sure. Comparing similar footprinting conditions between different organisms and systems can generate subtle differences in footprinting nature, but as long as footprints display substantial framing and precise length distribution, translation can be detected and measured.

**FIGURE 4:**
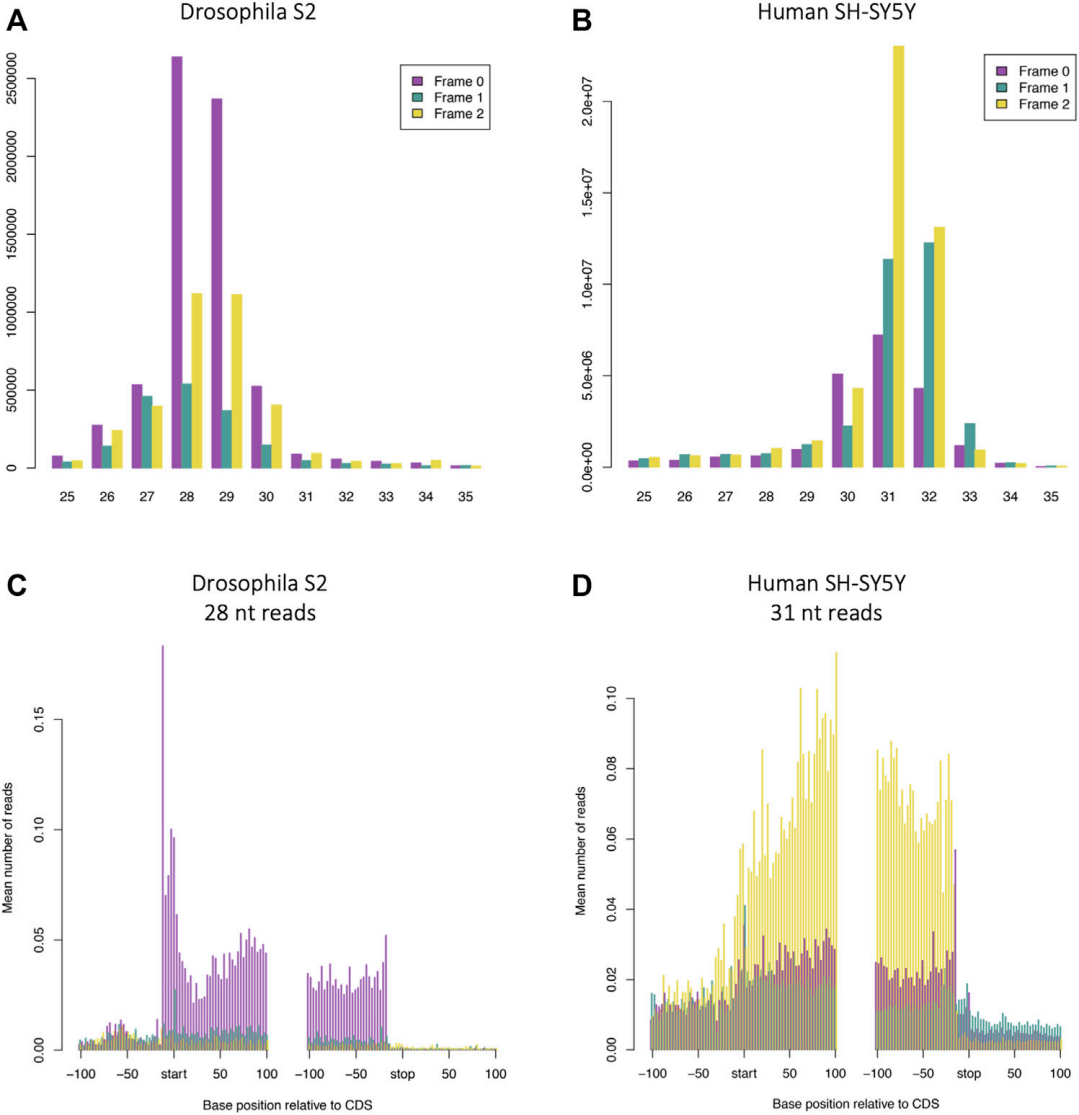
Length of footprints and nature of framing is different between Poly-Ribo-Seq in humans and Ribo-Seq in *Drosophila*. Read length distribution and framing of ribosome footprinting **(A)** *Drosophila* S2 cells **(**same as Figure 2B **)** and **(B)** human neuroblastoma SH-SY5Y cells **(**same as Figure 1G **)**, with E-RNaseI, in Buffer 2 at ON at 4°C, in presence of cycloheximide. Metagene analysis of ribosome profiling in **(C)** *Drosophila* S2 cells: 28 nt reads **(**same as Figure 2D **)** and **(D)** human neuroblastoma SH-SY5Y cells 31 nt reads **(**same as Supplementary Figure S3D **)**. Plots generated with RiboSeqR.

## Discussion

In this work we have tested a variety of experimental conditions which affect the quality of ribosome footprinting in human neuroblastoma SH-SY5Y cells and *D. melanogaster* S2 cells. Since no replicates were performed, the comparisons we report are only qualitative but our results could be beneficial to those performing ribosome profiling and adapting to new systems. NaCl and Tris-HCl concentrations, RNaseI source, RNaseI amount, and temperature of footprinting all contributed to the quality of ribosome footprinting. This highlights some key contributing factors to the success of ribosome footprinting that may not be obvious to the beginner. Although many standard ribosome profiling protocols perform ribosome footprinting at RT, others have also found that reducing the temperature to 4°C can reduce ribosome sensitivity to RNaseI in human cell lines (Cenik et al., 2015). The amount of nuclease has also been shown to affect footprinting efficiency in other systems (Dunn et al., 2013) and small quantities of ribosomes are particularly sensitive to the amount of RNaseI during footprinting (Liu et al., 2019). We, like others, have found it important to optimize ribosome footprinting conditions for the type of material and RNase that is being used. Not all RNases respond in the same way to changes in the other conditions, as we found for the two RNaseI we tested. An additional consideration is the wide variation in activity between *E. coli* RNAseI enzymes, that use different unit definitions to measure the enzyme activity (McGlincy, 2017; Liu et al., 2019) and the need to adjust for this, as well as potential variation between RNase batches. Our results were generated from single batches of both RNaseI sources. The type of RNase has also been previously shown to impact ribosome footprinting. For example, *Drosophila* ribosomes have been shown to be sensitive to digestion of their rRNA by RNaseI at higher temperatures (e.g. RT) so alternative RNases have been employed such as micrococcal nuclease (Dunn et al., 2013). The disadvantage of several alternatives to RNaseI, such as micrococcal nuclease, RNaseA and RNaseT1, is weaker triplet periodicity (Gerashchenko and Gladyshev, 2017). Several labs are now also using combinations of RNases for footprinting to reduce bias, minimise degradation of ribosomes and maximise triplet periodicity (Liu et al., 2019).

By comparing the optimisation of the ribosome footprinting in these disparate organisms, we demonstrate that footprinting under the same conditions can generate different footprint sizes and framing patterns. We therefore recommend you use existing literature and consult experts to plan experimental conditions and establish a reasonable range of expected footprint lengths when working with a new species. Even within the same species, variation should be expected when working with a different cell or tissue type. A key consideration for undertaking optimisation such as we describe is the balance between time and money spent, and the resulting improvement in footprinting quality. If one is establishing a protocol to support multiple studies in the same model and multiple replicates, this step is worth sustained investment.

An important consideration for ribosome profiling is the ‘trapping’ of ribosomes in the act of translation to provide an accurate snapshot of translation. Many researchers have relied upon cycloheximide treatment to aid this stabilisation of 80S ribosomes on the mRNA. However, as others have previously shown in yeast (Duncan and Mata, 2017), we found that cycloheximide can affect read distribution and ORF detection in *Drosophila* cells. However, it seems likely that cycloheximide treatment has less of an effect in humans and some other organisms, compared to yeast and fly, not impacting transcript-specific ribosome occupancy (Sharma et al., 2021). Both the results presented here in *Drosophila* and other studies have shown that cycloheximide treatment does not affect either footprint size distribution or framing (Sharma et al., 2019). Snap freezing material is an alternative to ‘trapping’ ribosomes during elongation using cycloheximde, which does not seem to affect framing, read length or distribution. Flash freezing can also be of benefit when collecting difficult or biologically challenging tissues. But there are circumstances where collecting tissues from individual animals over long time frames when cycloheximide treatment is logistically more appropriate. Overall, this study shows the importance of testing ribosome footprinting conditions in a new system and in combination different conditions can vary in their contribution to generating high quality ribosome profiling data.

## Data Availability

*D. melanogaster* S2 cell Ribo-seq data is deposited in GEO, record GSE166408. Human SH-SY5Y Ribo-seq data is deposited in SRA, BioProject PRJNA753469. Previously published *D. melanogaster* RNA-seq is available from GEO record GSE60384, run SRR1548661 (Aspden et al. 2014).

# Supplementary material for: Optimization of Ribosome Footprinting Conditions for Ribo-Seq in Human and Drosophila melanogaster Tissue Culture Cells
**Source:** Front Mol Biosci. 2022 Jan 25;8:791455. doi: 10.3389/fmolb.2021.791455
**Supplement:** Supplementary file 1

**Supplementary Table 1**

| **Polysome lysis buffer** (1mL/70 million cells) |  |
| --- | --- |
| Component | final concentration |
| Tris-HCl pH8 | 50mM or 100mM |
| NaCl | 150mM or 30mM |
| MgCl_2_ | 10mM |
| DTT | 1mM |
| IGEPAL | 1% |
| cycloheximide | 100µg/mL |
| Turbo DNase | 24U/mL |
| RNase Inhibitor (RNaseInPlus) | 90U |
| cOmplete Protease Inhibitor (Roche) | 0.33% |
| ddH2O |  |
|  |  |
| **RNaseI footprinting buffer** |  |
| Component | final concentration |
| Tris-HCl pH8 | 100mM or 50mM |
| NaCl | 30mM or 150mM |
| MgCl_2_ | 10mM |
| E-RNaseI (EN0601-Thermo) | 0.8-1U/million cells |
| A-RNaseI (AMM2295- Ambion) | 10-20U/million cells |
| SuperRNase Inhibitor (Ambion) | 3U/million cells |

# Supplementary material for: Optimization of Ribosome Footprinting Conditions for Ribo-Seq in Human and Drosophila melanogaster Tissue Culture Cells
**Source:** Front Mol Biosci. 2022 Jan 25;8:791455. doi: 10.3389/fmolb.2021.791455
**Supplement:** Supplementary file 2

## Supplemental Figure 1

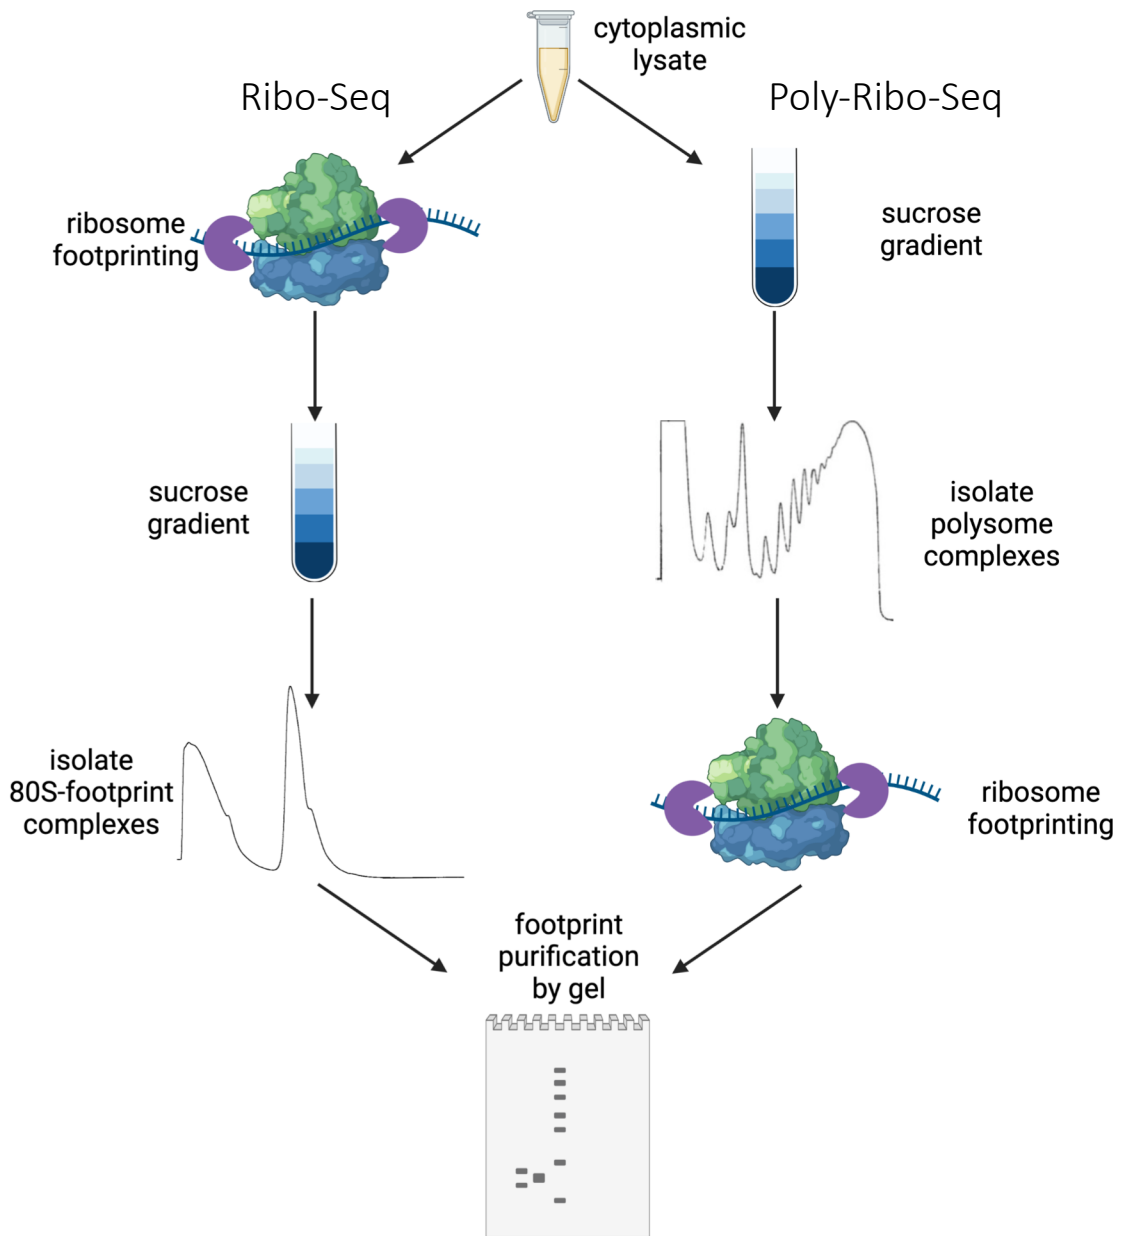

### Supplemental Figure 1: Schematic comparison of Ribo-Seq and Poly-Ribo-Seq

In Ribo-Seq ribosome footprinting is performed directly on the cytoplasmic lysate. 80S-footprint complexes are then purified on sucrose cushions. Whilst Poly-Ribo-Seq involves isolating polysomes complexes from cytoplasmic lysate, and then performing ribosome footprinting on this. Both then purify the footprints on urea denaturing acrylamide gels. Figure created with [BioRender.com](https://www.biorender.com).

A

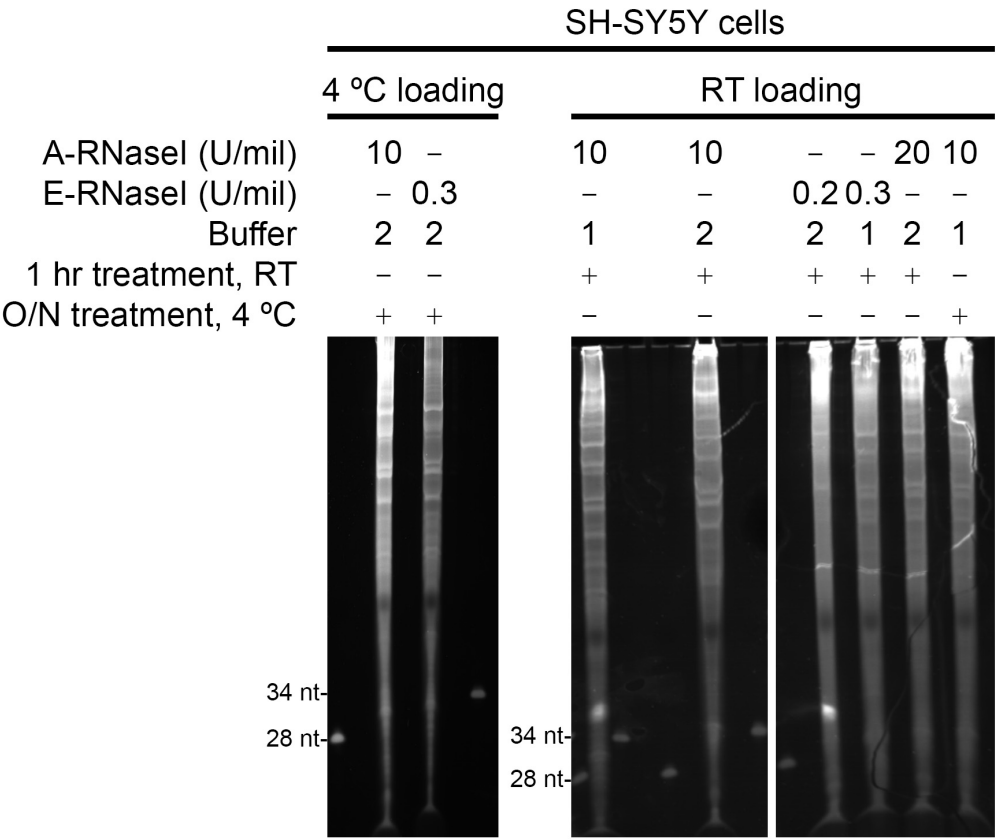

B

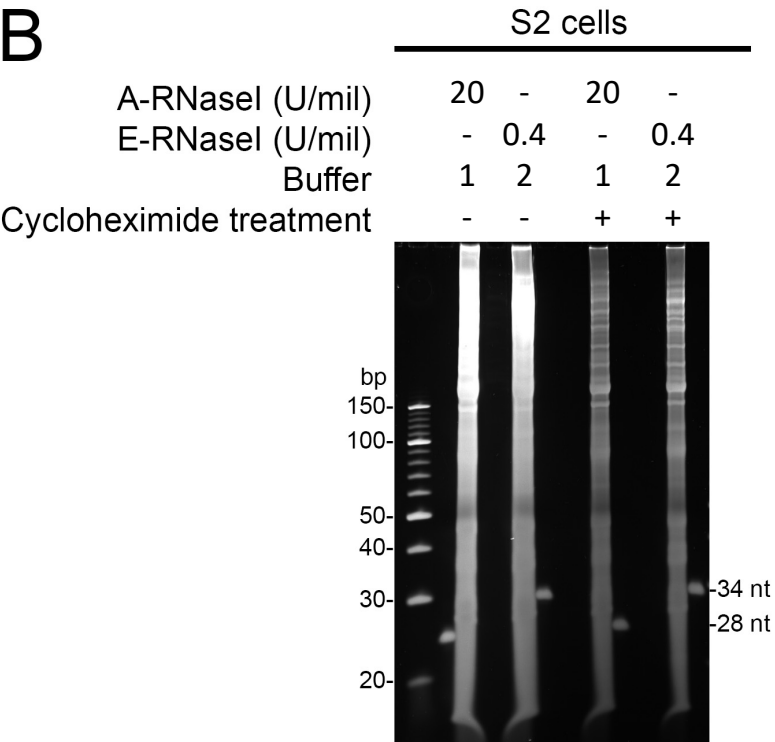

**Sup 2: 28–34 nt ribosome footprints are gel purified using 10% (w/v) polyacrylamide-TBE-urea gels**  
(A) SH-SY5Y samples from the eight different footprinting conditions run on urea-polyacrylamide gels alongside 28 and 34 nt RNA markers to aid with excision. (B) S2 samples from the four different footprinting conditions run on urea-polyacrylamide gels alongside 28 and 34 nt RNA markers, and a DNA ladder. A-RNaseI refers to AM2295, E-RNaseI is EN0601. Buffer 1: 50mM Tris-HCl pH 8 and 150mM NaCl. Buffer 2:100mM Tris-HCl pH 8 and 30mM NaCl.

## Sup 3

**A**

A-RNaseI, Buffer 1, RT, 10 U/mil cells

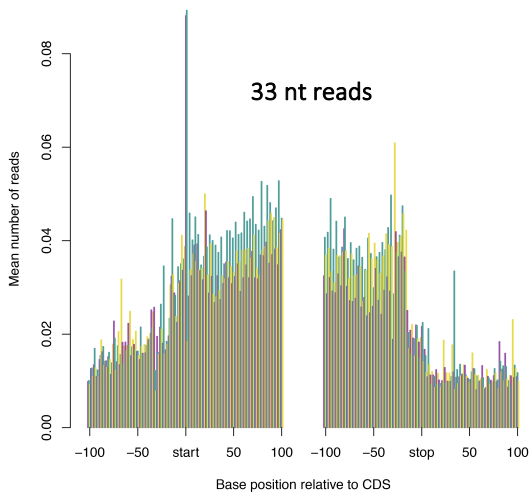

**B**

E-RNaseI (0.2 U/mil cells), Buffer 2, RT

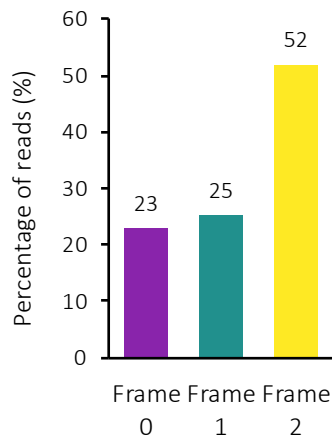

**C**

E-RNaseI (0.3 U/mil cells), Buffer 2, 4°C

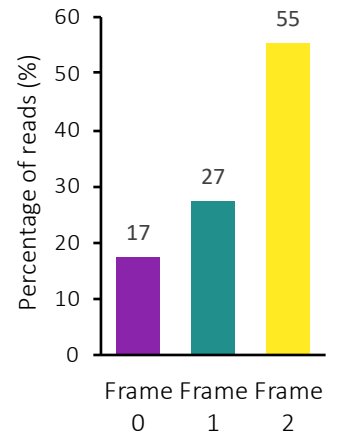

**D**

E-RNaseI, Buffer 2, 4°C, 0.3 U/mil cells

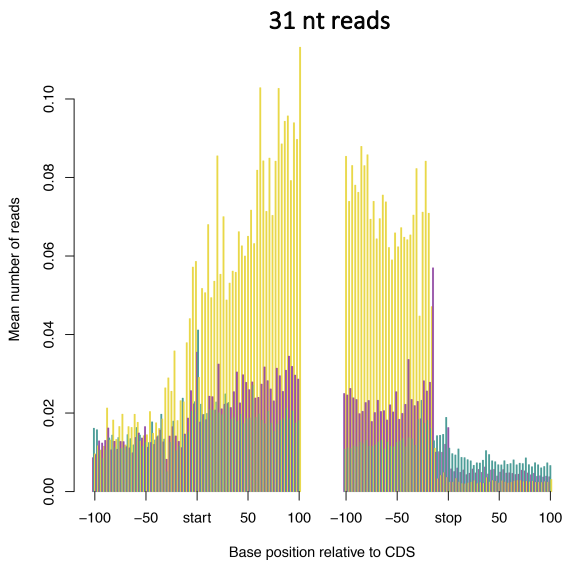

**E**

E-RNaseI, Buffer 2, 4°C, 0.3 U/mil cells

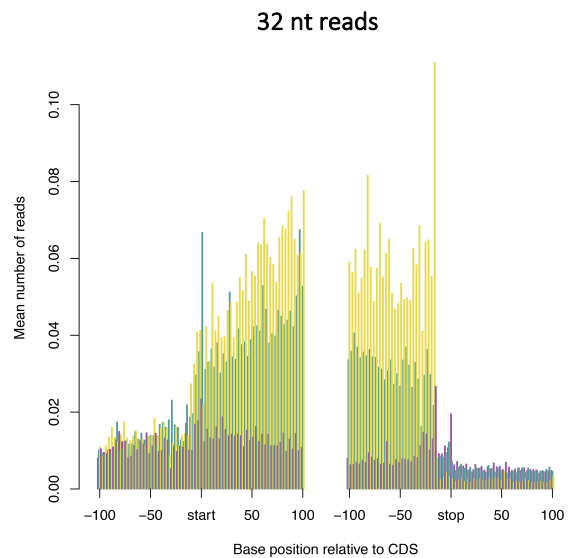

### Sup 3: Changes to RNaseI footprinting affects size and framing of ribosome footprints

(A) Metagene analysis in RiboSeqR for 33 nt ribosome footprints from ribosome footprinting performed in SH-SY5Y cells in 50mM Tris-HCl pH8, 150 mM NaCl (Buffer 1), RT 1 hour, 10 U/million with A-RNaseI. (B) Graph of 31 nt reads according to frame for footprints generate in E-RNaseI, 100mM Tris-HCl pH8, 30mM NaCl (Buffer 2), ON at 4, 0.3 U/million cells conditions. Metagene analysis in RiboSeqR from ribosome footprinting performed in E-RNaseI, 100mM Tris-HCl pH8, 30mM NaCl (Buffer 2), ON at 4, 0.3 U/million cells for (D) 31 nt and (E) 32 nt length footprints.

## Sup 4

A

A-RNaseI, Buffer 1  
(- cycloheximide)

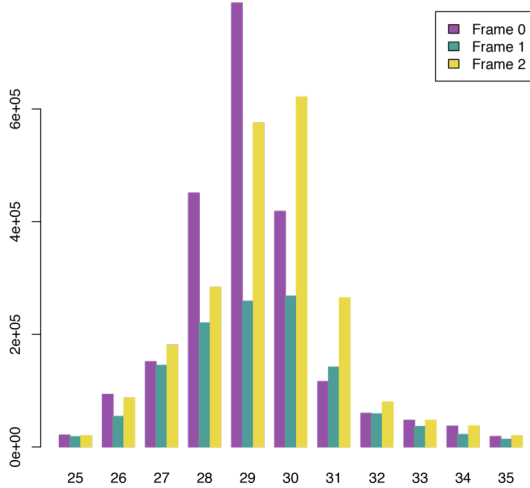

B

E-RNaseI, Buffer 2  
(- cycloheximide)

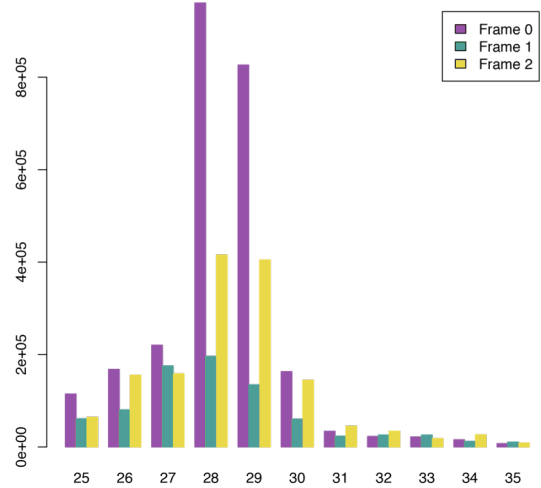

**Sup 4: Changes to RNaseI footprinting affects size and framing of ribosome footprints in *Drosophila* S2 cells**

Read length distribution and frame plots, generate by RiboSeqR, from cells not treated with cycloheximide, either footprinted in (A) A-RNaseI, Buffer 1 ON at 4°C or (B) E-RNaseI, Buffer 2 ON at 4°.

How the deposited data were processed for this re-analysis (not part of the article)

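Ribosome footprints of *D. melanogaster* S2 cells were compared in 4 conditions, A-RNaseI with Buffer 1 and E-RNaseI with Buffer 2, each in the presence and absence of cycloheximide, with 1 standard sample per condition. A further, deeper sample of E-RNaseI, Buffer 2, in the absence of cycloheximide was used as the deep list. Conditions were taken from the sample labels and the paper. The human SH-SY5Y experiments, footprint lengths, framing and metagene plots were not analysed here.

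The authors trimmed adapters with Cutadapt, removed rRNA and tRNA reads, mapped the remaining reads with STAR and called translated ORFs with RiboTaper, as the methods describe. The deposited lists hold, for each ORF, a whole number that was taken as its count of P-sites, without normalization, repeated on each exon of the ORF. Neither the methods nor the lists name this number. No read-level values were used.

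All values were computed from the 5 lists with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Exon lines were joined into ORFs by identifier, and ORF length was taken from the start and stop in the transcript. Summed over exons, ORFs on the plus strand were 1 nt longer than this in every case and ORFs on the minus strand 1 nt shorter. Coordinates were written counting from 1. No filter was applied to the lists, in which every ORF had at least 6 P-sites.

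Numbers of ORFs, transcripts and genes were compared as ratios between lists, with an interval from the Wilson 95% interval of the share of the summed numbers. Overlaps are shares of the list in the absence of cycloheximide, with Wilson 95% intervals. With 1 standard list per condition no test between conditions was run, and no p-value is given. ORFs on several transcripts of a gene are not independent, so the intervals are narrower than those of independent genes would be.

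Genes were assigned by position from the RefSeq table of 17872 genes, of which 13962 are protein-coding, because no table pairing FlyBase transcripts with genes was used. This rule was set after the lists were seen. Where an ORF lay in the spans of several genes it was left out of gene counts, and for named dORFs the genes are given together.

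Depth was compared through the P-sites on ORFs common to all lists. The thinning of a list to another's depth kept each P-site with the ratio of these sums and required more than 5 P-sites to remain. It cannot repeat RiboTaper's test of periodicity or its choice of start codon.

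The genes named in the text were RpL40, every gene with a dORF or ncORF in a standard list, every gene with a uORF in all 4 standard lists, and the 5 genes with the largest distance between start codons. This rule, the comparisons and all alternatives except the counting of loci in place of genes and the deep list for the ratio of uORFs were set before the data were examined. The alternatives were other definitions of an ORF and of a shared ORF, length and P-site limits, the A-RNaseI pair in place of the E-RNaseI pair, and the deep list in place of the standard one.

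The matching of ORFs and start codons was tested on simulated data, a pair of lists made from 7300 ORFs with known shared ORFs and known start shifts. Of 9 known numbers, 9 were recovered, 7 of them exactly and the others within 1% of the number of simulated ORFs. These numbers are not all independent, and they include checks of the thinning and of the gene spans. The simulated ORFs were CCDS ORFs of at least 300 nt, with 1 kept per stop codon and per transcript. Short ORFs, uORFs and ORFs that share a stop codon were thus not tested.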

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

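The scaling to the standard list of the same condition was set before its result was seen, and the scaling to the deepest standard list was chosen after. Both concern the deep list, which the paper does not report and for which no replicate or control sample was used.

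The deep list held 263 uORFs, and 206 of them were in none of the 4 standard lists. Of these, 201 had a stop codon that no ORF of a standard list had, so they were not known uORFs with another start codon. They were short, with a median of 57 nt, and held between 6 and 261 P-sites, with a median of 17. The standard list of the same condition had 23 uORFs, of which 13 were also in the deep list by identifier. Why the others were not in the deeper list was not tested. A uORF called with another start codon would have another identifier. What drew attention to the 206 uORFs is that they are a signal in data outside those the paper analysed.

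Depth is a candidate explanation for their absence from the standard lists. The deep list had 14.2 times the P-sites of the standard list of its condition on the ORFs common to all lists. Scaled down by this ratio, 93.7% (89.5% to 96.3%) of the 206 uORFs would have had 5 P-sites or fewer, too few to be called. The uORFs were also absent from the E-RNaseI list in the presence of cycloheximide, the deepest standard list. Scaled to its depth, 65.0% (58.3% to 71.2%) would have had 5 P-sites or fewer. Depth may thus account for most of them being absent from each standard list, although 72 of the 206 would have kept more than 5 P-sites in the deepest list. More than 5 P-sites may not be enough to be called. The whole deep list thinned to that depth kept 11213 ORFs, above the 10503 of that list, which also differs in cycloheximide. That count is over all ORFs, and CCDS ORFs made up 97.6% of the deep list. It therefore does not tell whether the 72 uORFs count against depth. Why the 72 were not called there stays open. False calls among ORFs with few P-sites, which a deeper sample could bring in larger numbers, were not tested, since periodicity per ORF was not used here. No biological explanation was tested, because the deep sample differs from the standard one in no treatment named in the labels.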

How the results depend on the processing

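Of the alternatives, 2 were chosen after seeing the data: the counting of loci in place of genes, which left the gene share at 97.9%, and the deep list for the ratio of uORFs. Over all results, 84 values were recomputed. Of these, 48 stayed within the interval of the main value, or within 1.5 times it for counts, 33 moved further without a change of direction, and 3 reversed. The pairs of lists with and without cycloheximide, 1 for each RNase and buffer, were compared by their ratios and shares, and no paired test was run.

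The reversals came from putting the deep list in place of the standard list for E-RNaseI, Buffer 2, in the absence of cycloheximide. The ratio of ORFs with to without cycloheximide became 0.872, that of uORFs 0.441, and the share of start shifts with the upstream start in the presence of cycloheximide became 29.1%. The deep list also raised the share of ORFs to 61.7%, and lowered those of transcripts to 87.8% and of genes to 90.9%. The falls follow from the size of the deep list, of which at most 89.7% of transcripts and 91.5% of genes could be in the shorter list with cycloheximide; of the transcripts of that list, 97.9% were in the deep list. The cause of the other changes was not tested by these alternatives.

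The A-RNaseI, Buffer 1, pair gave 39.1% of ORFs, 85.6% of transcripts, 88.2% of genes and 65.8% of start shifts. The share of ORFs was 51.4% by coordinates, 97.8% by stop codon, 95.1% and 70.1% by reciprocal overlap of 50% and 90%, and 98.4% by any overlap. Looser matching raises a share by construction.

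Counting genes lowered the numbers to 4337 and 5602 for A-RNaseI and E-RNaseI in the presence of cycloheximide and to 3865 and 4808 in its absence, because several ORFs share a gene. It changed the ratio of E-RNaseI to A-RNaseI to 1.29 in the presence of cycloheximide, and that of presence to absence to 1.17 for E-RNaseI and 1.12 for A-RNaseI.

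ORFs under 300 nt numbered 278 and 475 in the presence and 220 and 265 in the absence of cycloheximide. Among them the ratio of E-RNaseI to A-RNaseI was 1.71 and 1.20, and that of presence to absence 1.79 for E-RNaseI and 1.26 for A-RNaseI. With the lists so restricted, the shares were 52.5% of ORFs, 69.2% of transcripts and 68.9% of genes, where a partner of 300 nt or more does not count. With at least 20 P-sites, the ratio of E-RNaseI to A-RNaseI in the absence of cycloheximide was 1.17, and that of presence to absence 1.47 for E-RNaseI and 1.22 for A-RNaseI. For these limits the cause was not tested.

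Between the standard lists, every alternative run on these ratios kept more ORFs for E-RNaseI than for A-RNaseI and more in the presence than in the absence of cycloheximide. The uORFs rest on few counts, with a median between 9 and 13 P-sites in the standard lists, where the minimum of any ORF was 6.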

Differences from the paper's values

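Each value listed here differed from Table 3 of the paper by a factor of more than 1.5. Smaller differences are not listed, and the other values did not all match. CCDS ORFs in the presence of cycloheximide numbered 10374 against 9654 for E-RNaseI and 7631 against 7511 for A-RNaseI. In its absence they numbered 8430 against 8407 and 6611 against 5957. For E-RNaseI, the share of transcripts was 96.6% against 94%, and that of genes 98.2% against 96%. The alternatives named here were set before the data were examined.

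For E-RNaseI, Buffer 2, in the presence of cycloheximide, the list held 116 uORFs, and the paper's value is 71. Counted as genes with a uORF, the number was 96, within 1.5 times the paper's. The number stayed more than 1.5 times the paper's with distinct coordinates (109), distinct stop codons (107) and ORFs under 300 nt (114). With ORFs of at least 300 nt (2) and at least 20 P-sites (39) it also differed, but lay below the paper's.

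In the same list, 5 dORFs were found, and the paper's value is 3. Genes with a dORF numbered 4, but only because the dORF in the spans of CG45086 and Galphaq was left out of gene counts. With at least 20 P-sites there were 4 dORFs. Both numbers lie within 1.5 times the paper's, although counting by gene merged no dORFs. With distinct coordinates, distinct stop codons and ORFs under 300 nt the number stayed at 5, and with at least 300 nt it was 0, which lies below the paper's.

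The ncORFs of this list numbered 8, and the paper's value is 4. The number was 6 by gene, 6 under 300 nt and 4 with at least 20 P-sites, which do not exceed 1.5 times the paper's. It was 8 by coordinates and 7 by stop codon, where the difference stayed, and 2 with at least 300 nt, which lies below the paper's.

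For A-RNaseI, Buffer 1, in the absence of cycloheximide, 1 ncORF was found, and the paper's value is 2. It stayed at 1 by coordinates, stop codon, gene and under 300 nt, and was 0 with at least 300 nt or at least 20 P-sites, so none of the alternatives closed this difference.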

Other observations

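The tests on start codons and on shared ORFs were chosen after the results were seen, apart from that on ORFs with nearly equal P-site counts. So were those on the size of the deep list and on depth in the absence of cycloheximide. The thinning tests were set before their results were seen. All concern single samples, and each explanation is a hypothesis tested on the data that gave rise to it.

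Start codons in the presence of cycloheximide lay upstream more often than downstream when the standard E-RNaseI lists were compared. Against the deep list, which lacked cycloheximide, the start in the presence of cycloheximide was upstream in 29.1% of shifts. The upstream start thus does not always go with cycloheximide. That does not exclude cycloheximide as the only source between the standard lists. The deep list also had 4.62 times the P-sites of the list with cycloheximide on common ORFs. Depth is a candidate explanation. In 9 of the 10 possible pairs of lists, the list with more P-sites on the ORFs common to all lists had the upstream start in most shifts. These pairs come from 5 lists and are not independent, and 5 of the 120 possible orders of the lists give as many. In 4 of the pairs the deeper list was also the one with cycloheximide, so they do not separate depth from cycloheximide. The deeper list had the upstream start in 3 of the 4 pairs with the same cycloheximide state, and in both pairs in which it lacked cycloheximide and the other list had it. Of these, only the pair of E-RNaseI and A-RNaseI in the presence of cycloheximide (76.7%) does without the deep list. Among standard lists with the same cycloheximide state, depth thus has this pair for it and the exception below against it. Between the deep and the standard list of the same condition, the deep list had the upstream start in 85.0% of 4037 shifts. The exception was the pair in the absence of cycloheximide whose P-sites differed least (1.08 times), where the A-RNaseI list, deeper on the common ORFs, had the upstream start in 41.6%. Which list is deeper in this pair depends on the measure. With all P-sites counted once, E-RNaseI had 549943 and A-RNaseI 548816, and the tally was 10 of 10 pairs and 4 of 4 with the same cycloheximide state. That measure is summed over each list's own ORFs, so more ORFs and earlier starts raise it by construction. The second tally therefore adds nothing for depth, and the exception stands. RiboTaper takes the most upstream ATG with at least 5 P-sites before the next, so more P-sites could move starts upstream without any change in translation. The deep sample could also differ from the standard one in ways other than depth. Whether it is the same library is not given in the sources used here, and this was not tested.

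Whether cycloheximide adds to any effect that depth may have on start codons cannot be told here. Among ORFs whose larger P-site count was at most 25% above the smaller, the start in the presence of cycloheximide was upstream in 12.5% of 56 shifts for the standard E-RNaseI lists, in 34.9% of 696 for A-RNaseI and in 100% of 16 against the deep list. This test decides nothing, because an ORF with an earlier start holds more P-sites by construction.

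ORFs were shared between the lists with and without cycloheximide far less often than transcripts. Of the ORFs found only in the absence of cycloheximide, 92.3% had a partner with another start on the same stop codon. Of those found only in its presence, 62.2% had one, and 2167 of 6265 lay on transcripts not found in its absence. A share this low also arose without a difference in cycloheximide, but between lists of very unequal depth. It thus does not settle whether cycloheximide was the only source between the standard lists. Of the ORFs of the standard E-RNaseI list without cycloheximide, 51.1% (50.1% to 52.2%) were in the deep list of the same condition, close to the share found in the presence of cycloheximide. If the deep sample is another culture, this share holds differences between samples as well as depth. Over the 4 pairs of lists with the same cycloheximide state, between 37.4% and 56.1% of the ORFs of the shallower list were shared, but 3 of these pairs differ in RNase and buffer. Of the 19738 different ORFs in the standard lists, 8.31% were in all 4 lists, compared with 52.7% of stop codons and 57.2% of genes. Biological replicates, which the paper says would likely increase the overlap, were not used here.

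More ORFs were found in the presence of cycloheximide with E-RNaseI, Buffer 2. The deep list without cycloheximide held still more, at 12048 ORFs, so cycloheximide is not needed for a longer list. It also had 14.2 times the P-sites of the standard list of its condition on common ORFs. It therefore does not tell whether cycloheximide was the only source between the standard lists. Depth could contribute, but the thinning did not settle it. Thinned to the depth of the list without cycloheximide, 9589 ORFs kept more than 5 P-sites, above the 8456 of that list. The deep list thinned in the same way kept 9939, also above 8456, although the condition was the same, so thinning overstates what RiboTaper would call. Whether depth alone gives the difference cannot be told apart from an effect of cycloheximide.

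More ORFs were also found with E-RNaseI, Buffer 2, than with A-RNaseI, Buffer 1, with and without cycloheximide. In the absence of cycloheximide, E-RNaseI had 0.927 times the P-sites of A-RNaseI on common ORFs (1.00 times with all P-sites counted once) and still more ORFs, which argues against depth as the source there. The RNase, the buffer and triplet periodicity, which the paper reports as better with E-RNaseI, stay open, and they cannot be separated because RNase and buffer changed together. In the presence of cycloheximide E-RNaseI was deeper. Thinned to the depth of A-RNaseI it kept 10051 ORFs against 7678, but this decides nothing for the same reason as above, and depth may have added to that difference.

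With its uORFs included, the deep list held 3539 ORFs and 424 genes that were in none of the standard lists, and 1129 of its ORFs had a stop codon in none of them.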
